# H3K9 tri-methylation at *Nanog* times differentiation commitment and enables the acquisition of primitive endoderm fate

**DOI:** 10.1242/dev.201074

**Published:** 2022-09-09

**Authors:** Agnès Dubois, Loris Vincenti, Almira Chervova, Maxim V. C. Greenberg, Sandrine Vandormael-Pournin, Déborah Bourc'his, Michel Cohen-Tannoudji, Pablo Navarro

**Keywords:** ERK, H3K9me3, Nanog, ZFP57, Heterogeneity, Primitive endoderm, Mouse

## Abstract

Mouse embryonic stem cells have an inherent propensity to explore gene regulatory states associated with either self-renewal or differentiation. This property depends on ERK, which downregulates pluripotency genes such as *Nanog*. Here, we aimed at identifying repressive histone modifications that would mark *Nanog* for inactivation in response to ERK activity. We found that the transcription factor ZFP57, which binds methylated DNA to nucleate heterochromatin, is recruited upstream of *Nanog*, within a region enriched for histone H3 lysine 9 tri-methylation (H3K9me3). Whereas before differentiation H3K9me3 at *Nanog* depends on ERK, in somatic cells it becomes independent of ERK. Moreover, the loss of H3K9me3 at *Nanog*, induced by deleting the region or by knocking out DNA methyltransferases or *Zfp57*, is associated with reduced heterogeneity of NANOG, delayed commitment into differentiation and impaired ability to acquire a primitive endoderm fate. Hence, a network axis centred on DNA methylation, ZFP57 and H3K9me3 links *Nanog* regulation to ERK activity for the timely establishment of new cell identities. We suggest that establishment of irreversible H3K9me3 at specific master regulators allows the acquisition of particular cell fates during differentiation.

## Abstract (precis)

**Summary:** A regulatory axis integrating ERK, ZFP57, DNA and H3K9 methylation underlies the transition of *Nanog* expression from heterogeneous and dynamic to irreversibly silenced, enabling differentiation commitment and primitive endoderm specification.

## INTRODUCTION

Mouse embryonic stem cells (ESCs) are derived from pre-implantation embryos and recapitulate numerous properties of the pluripotent inner cell mass of the blastocyst (Martello and Smith, 2014). *In vivo*, the culmination of pluripotency – the ability to give rise to all three somatic germ layers – takes place when the primitive endoderm – a source of extra-embryonic tissues – segregates from the epiblast, the founder of the embryo proper (Chazaud and Yamanaka, 2016). This segregation is strictly controlled by the transcription factor *Nanog*, which is required to form the epiblast (Mitsui et al., 2003; Silva et al., 2009) and, additionally, stimulates FGF4 production. This extracellular signal is then transduced into neighbouring cells by ERK (MAPK1) activity, silencing *Nanog* and opening a window of opportunity to undergo commitment into primitive endoderm differentiation (Chazaud et al., 2006; Nichols et al., 2009; Yamanaka et al., 2010; Frankenberg et al., 2011; Saiz et al., 2016; Bessonnard et al., 2017). This binary cell-fate decision is characterised by substantial heterogeneity of NANOG expression, which creates the conditions required for epiblast and primitive endoderm specification (Chazaud et al., 2006). Subsequently, *Nanog* expression is downregulated in the epiblast, eliciting the establishment of somatic differentiation (Chambers et al., 2003). *In vitro*, ESCs also exhibit extensive *Nanog* heterogeneity, characterised by a subpopulation expressing no or extremely low levels of NANOG. Whereas NANOG-positive cells self-renew efficiently, NANOG-negative cells exhibit a propensity to differentiate even though they remain uncommitted and can spontaneously revert to the *Nanog*-expressing state (Chambers et al., 2007; Singh et al., 2007; Kalmar et al., 2009; Canham et al., 2010; Abranches et al., 2014). Notably, NANOG-negative cells spontaneously generated in culture or by homozygous targeted deletion show increased differentiation propensity towards both primitive endoderm and somatic fates (Chambers et al., 2007; Singh et al., 2007; Kalmar et al., 2009; Canham et al., 2010; Abranches et al., 2014).

NANOG heterogeneity has been proposed to result from two mechanisms: (1) from the architecture and the topology of the pluripotency network (Navarro et al., 2012; Karwacki-Neisius et al., 2013), and (2) from extrinsic cues, such as LIF/STAT3, WNT/GSK3b and FGF/ERK signalling (Kalmar et al., 2009; Wray et al., 2011; Marks et al., 2012; Abranches et al., 2014). For both, specific regulatory properties and their inherent stochastic nature have been suggested to play a role (Martinez Arias and Brickman, 2011). Nevertheless, ERK activity has emerged as a key trigger of *Nanog* heterogeneity, in line with its general role in eliciting exit from pluripotency (Kunath et al., 2007; Schröter et al., 2015). However, little is known about the chromatin-based aspects of *Nanog* heterogeneity. More specifically, it is unknown whether specific chromatin modifications (Jenuwein and Allis, 2001) contribute to stabilisation of the NANOG-negative state, which has been shown to be perpetuated for several cell divisions during self-renewal. Indeed, temporal analysis of NANOG fluctuations across cell generations has shown that the progeny of NANOG-negative cells is enriched in cells that maintain *Nanog* silencing, even though they can revert back and re-express NANOG (Hastreiter et al., 2018). This stability of the NANOG-negative state sets *Nanog* heterogeneity apart from other phenomena of gene expression heterogeneity, generally characterised by fast-switching dynamics resulting from intrinsic and extrinsic noise or encoded in regulatory networks themselves (Huang, 2009; Balazsi et al., 2011).

In this study, we aimed at identifying histone modifications associated with gene repression that would be: (1) differentially enriched at the *Nanog* locus when it is active or inactive; (2) controlled by the signalling pathways associated with heterogeneity; and (3) heritable from mother to daughter cells (Gonzalez et al., 2021). We found histone H3 lysine 9 tri-methylation (H3K9me3; Jambhekar et al., 2019) enriched between the *Nanog* promoter and its −5 kb enhancer (Loh et al., 2006; Levasseur et al., 2008) to fulfil these criteria. We also found that H3K9me3 at NANOG depends on DNA methylation and on the binding of ZFP57, a transcription factor known to nucleate heterochromatin in ESCs (Quenneville et al., 2011; Zuo et al., 2012; Anvar et al., 2016; Riso et al., 2016; Li et al., 2008). Analysis of independent ESC mutants lacking H3K9me3 at *Nanog* revealed its role in promoting NANOG heterogeneity, commitment into differentiation and, most notably, effective differentiation along the primitive endoderm lineage. Moreover, our data also suggest that during differentiation H3K9me3 at *Nanog* becomes independent of ERK activity. Hence, we propose that the timely establishment of ERK-independent H3K9me3 at *Nanog* marks commitment into differentiation and impacts cell-fate acquisition in a lineage-dependent manner.

## RESULTS

### ERK-dependent, mitotically stable, H3K9me3 at the *Nanog* locus in ESCs

To explore the involvement of chromatin marks potentially distinguishing active and inactive *Nanog* states, we first performed a comparison of ESC populations exhibiting heterogeneity, cultured in the presence of fetal calf serum (FCS) and leukaemia inhibitory factor (LIF) (FCS+LIF) (Fig. 1A) and highly homogeneous populations obtained by double inhibition of ERK and GSK3b (2i+LIF; Fig. 1A). Although several euchromatic marks associated with active transcriptional states were found to be more enriched in 2i+LIF, as expected, we observed a single repressive mark, H3K9me3, to be enriched in FCS+LIF and lost in 2i+LIF (Fig. 1B). H3K9me3 was present at neither the promoter (P in Fig. 1B) nor the enhancer (E in Fig. 1B); rather, we detected H3K9me3 in the intervening region (IR in Fig. 1B). To characterise H3K9me3 further, we performed a high-resolution analysis of the *Nanog* locus (Fig. 1C, top), which confirmed the presence of a robust peak of H3K9me3 between the enhancer and the promoter in the FCS+LIF condition exclusively (Fig. 1C). Analysis of total H3 confirmed the specificity of H3K9me3 enrichment (Fig. 1C), which cannot be merely attributed to changes in nucleosome positioning or occupancy. Moreover, we observed good retention of H3K9me3 at *Nanog* in mitotic ESCs (Fig. 1C), in which drastic changes in nucleosomal densities could also be observed at the *Nanog* enhancer (Fig. 1C; Festuccia et al., 2019). Next, we used a previously described *Nanog*-GFP reporter (Chambers et al., 2007) to sort *Nanog*-positive and -negative ESCs by fluorescence-activated cell sorting (FACS). We observed that H3K9me3 was more prominent in *Nanog*-negative cells, with clear spreading towards the promoter (Fig. 1D). H3K9me3 was also found present, albeit at low levels, in *Nanog*-positive cells, obtained either by FACS (Fig. 1D) or by taking advantage of a puromycin selection cassette linked to the *Nanog*-GFP allele (Fig. S1A,B). Finally, we assessed the temporal ERK and GSK3b dependencies of H3K9me3 at *Nanog*. After 3 days of ERK inhibition with PD0325901, which induces high and homogeneous NANOG expression (Fig. S1C,D), H3K9me3 was significantly reduced (PD in Fig. 1E), whereas even after 6 days of GSK3b inhibition with CHIR99021, H3K9me3 levels remained globally unchanged (CH in Fig. 1E). Hence, the repressive H3K9me3 mark exhibits properties that indicate it may play a role in *Nanog* heterogeneity as it is readily dependent on ERK activity, lost in homogeneous NANOG populations, over-enriched in *Nanog*-negative cells, and maintained during mitosis.

**Fig. 1.**
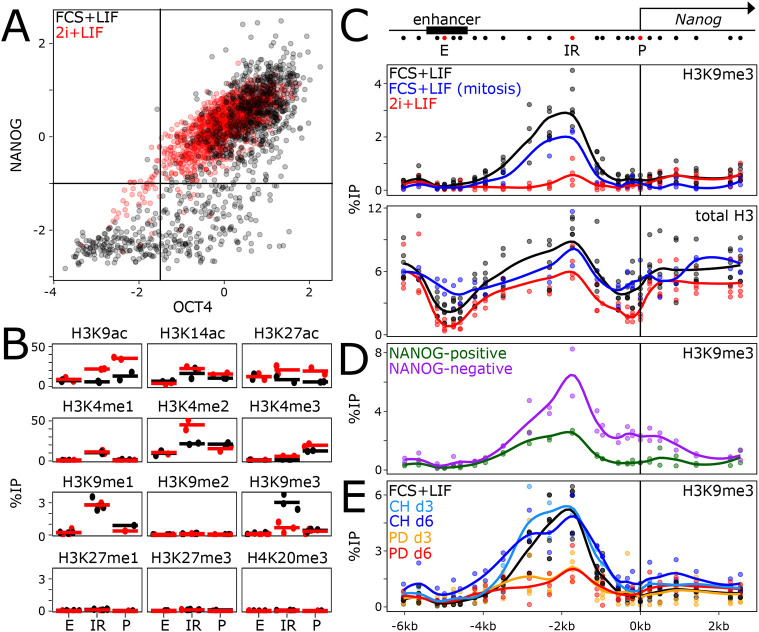
**Mitotically stable, ERK-dependent H3K9me3 at the *Nanog* locus.** (A) Quantification of OCT4 (*z*-score; *x*-axis) and NANOG (*z*-score; *y*-axis) levels as assessed by immunostaining of ESCs cultured in FCS+LIF (black, *n*=1125) and 2i+LIF (red, *n*=1445). The difference in NANOG levels distribution was assessed with Kolmogorov–Smirnov** **test (*P*<2.2e−16). (B) ChIP-qPCR of several histone modifications, as indicated, at three positions of the *Nanog* locus (the *Nanog* promoter, P; the *Nanog* −5 kb enhancer, E; an intervening region, IR, located 1.7 kb of the *Nanog* transcription start site; see the red dots on the schematic in C) in ESCs cultured in FCS+LIF (black) or in 2i+LIF (red). Each dot represents the percentage of immunoprecipitation (%IP; *y*-axis) for independent replicates and the bar the corresponding mean. The loss of H3K9me3 observed at IR in 2i+LIF was assessed with unpaired one-tailed Student's *t*-test (*P*=0.006135). (C-E) Extended profile of H3K9me3 or total H3, as indicated, across the *Nanog* locus (*x*-axis represents genomic distances in kb with respect to the *Nanog* transcription start site, as schematised above), in ESCs cultured as indicated in each plot. Each dot represents the percentage of immunoprecipitation (%IP; *y*-axis) for independent replicates and the line the corresponding Loess regression. The differences in H3K9me3 enrichments at the IR region (from −3.5 kb to −0.9 kb) were analysed with unpaired one-tailed Student's *t*-test combining all individual primers (*P*=2.316e-09 for FCS+LIF versus 2i+LIF; *P*=0.001528 for NANOG negative versus positive; *P*=1.367e−06 for untreated versus PD_d3). The increase in H3K9me3 at the promoter region between NANOG-positive versus -negative cells was analysed as for the IR but using primers within the −0.5 kb to 0 kb region (*P*=2.447e−07). d, day.

### H3K9me3 at *Nanog* impacts NANOG heterogeneity

To study the relevance of H3K9me3 at *Nanog*, we used a Crispr/Cas9 approach deleting ∼1.8 kb between the enhancer and promoter (Fig. 2A, red box). Two clones (ΔK9.1 and ΔK9.2) were confirmed as homozygous deletions with a complete absence of H3K9me3 (Fig. 2A). *Nanog* mRNA levels were slightly upregulated in ΔK9 cells (Fig. 2B), which presented a clear shift in NANOG expression, leading to a strong reduction of the proportion of cells expressing no or low NANOG (Fig. 2C), as confirmed at the mRNA level by single-molecule fluorescence in situ hybridisation (smFISH) (Fig. S1E,F). Nevertheless, the loss of heterogeneity was not as prominent as that achieved by ERK inhibition (Fig. S1D), indicating that ERK also inhibits *Nanog* transcription by other means. In line with this, *Nanog* expression further increased upon ERK inhibition in ΔK9 clones (Fig. S1C). Moreover, whereas strong ectopic induction of NANOG leads to improved self-renewal (Chambers et al., 2007), the small upregulation of *Nanog* in ΔK9 cells was associated with a marginal increase in self-renewal efficiency, as determined by clonal assays (Fig. 2D). However, ΔK9 cells were more recalcitrant to efficient differentiation upon LIF withdrawal (Fig. 2D). 

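RNA from undifferentiated E14Tg2a cells, the wild-type embryonic stem cell line, and from the clones ΔK9.1 and ΔK9.2 was sequenced in 3 replicates per line, 9 libraries in all. The authors aligned stranded paired-end reads to mm10 with STAR, quantified them with RSEM and deposited TPM for each library, together with their DESeq2 log2 fold changes and FDR. TPM do not keep the number of reads, so the depth behind each value is unknown from the deposited values, and the paper's methods give an approximate number of reads. The values were tested here as log2(TPM + 1) with limma, each clone against E14Tg2a, over the 14504 genes with a mean of at least 1 TPM in at least 1 of the 3 groups. The log2 fold changes from limma are on this scale, which understates the change of low genes. In simulated data of the same spread, the test called 168 of 200 genes changed by 1 on the log2 scale in both clones, 34 of 200 genes changed by 0.5, and no unchanged gene. The simulated noise was independent for each gene and library, which leaves out what libraries of the same replicate number share.

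*Nanog* lies on chromosome 6 of mm10 from 122707489 to 122714633. Its level was 344.0 ± 21.2 TPM (SD, n = 3) in E14Tg2a, 467.7 ± 16.2 TPM (SD, n = 3) in ΔK9.1 and 425.6 ± 13.4 TPM (SD, n = 3) in ΔK9.2. The log2 fold change was 0.44 in ΔK9.1 (standard error 0.07, adjusted p = 0.00424 from limma with Benjamini-Hochberg adjustment) and 0.31 in ΔK9.2 (standard error 0.07, adjusted p = 0.153). With the replicate number as a block, the adjusted p of ΔK9.2 was 0.0402. Each of the 6 ΔK9 libraries had more *Nanog* than each of the 3 E14Tg2a libraries (two-sided exact permutation test, p = 0.0238, the smallest that 3 against 6 libraries allow). In the authors' deposited comparison, the log2 fold change is 0.38 in ΔK9.1 and 0.22 in ΔK9.2, with an FDR of 3.67e-10 and 0.00256.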

Next, we performed RNA-sequencing (RNA-seq) analysis to compare wild-type and ΔK9 cells (Table S1), which confirmed a small increase in Nanog expression [false discovery rate (FDR)<0.05; Fig. S2A]. We identified 235 and 402 genes that were up- or downregulated, respectively, in both ΔK9 clones {FDR<0.05 and abs[log2fold change (FC)]>0.3; Fig. S2B}. 

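With limma on the TPM of the same 9 libraries and the paper's thresholds, 0 genes were higher and 11 were lower in both clones. At an unadjusted p under 0.05 in both, 472 were higher and 262 lower. ΔK9.1 alone had 2249 genes with an adjusted p under 0.05 and ΔK9.2 had 12, and with the replicate number as a block 4483 and 177. With the replicate number as a block, which moved these counts most, 68 genes were higher and 77 lower in both clones, and 48 and 70 of these were also in the authors' lists. The deposited DESeq2 columns give the paper's numbers exactly. Of the authors' genes, 636 were tested here, 628 moved the same way in both clones and 476 passed 0.3 on the log2 scale in both. All ΔK9 libraries lay above all E14Tg2a libraries for 827 genes and below them for 428 genes, 8.65% of the genes against 2.38% by chance. Both clones were compared with the same E14Tg2a libraries, which correlates their fold changes across genes even without an effect. The observed correlation was 0.558, against a median of 0.498 and a highest value of 0.557 over 100 simulations of unchanged groups, which called 0 genes in both clones at most. These simulations drew independent noise for each gene and library, without what libraries of the same replicate number share. Their range may therefore be too narrow. Another split of the real libraries called 97 genes in both clones. The simulations thus cannot tell an effect from the shared controls.

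Of the 11 genes lower in both clones, 9 lie on chromosome 14. *Sucla2* fell from 83.9 TPM in E14Tg2a to 37.2 TPM in ΔK9.1 and 41.9 TPM in ΔK9.2, with log2 fold changes of -1.15 and -0.98 (adjusted p = 0.00113 and 0.0168 from limma). *Esd* changed by -0.97 and -0.92 (adjusted p = 0.00214 and 0.0223) and *Xpo7* by -1.01 and -0.88 (adjusted p = 0.00102 and 0.0101, all from limma). The small nucleolar RNA gene *Gm26448* and the processed pseudogene *Gm12112*, with means of 26.9 and 28.7 TPM in E14Tg2a, are listed at 0 in all 6 ΔK9 libraries. The mean of *Gm12112* rests on replicate 1, with 66.5 TPM against 9.8 and 9.7 TPM. Later days went both ways. On days 4 and 6 the mean of *Gm12112* was still higher in E14Tg2a, at 5.11 and 4.91 TPM. In ΔK9.1 it was 3.56 and 0 TPM, and in ΔK9.2 2.3 and 0 TPM. *Gm26448* was at 0 in all 3 lines on days 6 and 8. Only ΔK9.1 went the other way, on 1 day for each gene. *Gm26448* was at 0 in E14Tg2a on day 4 and at 7.5 and 14.85 TPM in ΔK9.1 replicates 2 and 3. *Gm12112* was at 0 in E14Tg2a on day 8 and at 22.8 and 7.8 TPM in ΔK9.1 replicates 1 and 2. The 9 genes of chromosome 14 lie between 50 and 80 Mb (mm10), where most expressed genes were lower in both clones. The 154 genes above 5 TPM in this segment had a median log2 fold change of -0.73 in ΔK9.1 and -0.60 in ΔK9.2 relative to all genes, and 147 of them were lower in both clones. Of the 21 that the authors did not call, 15 were lower in both clones. The segment holds 167 of the authors' lower genes.

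**Figure D1:**
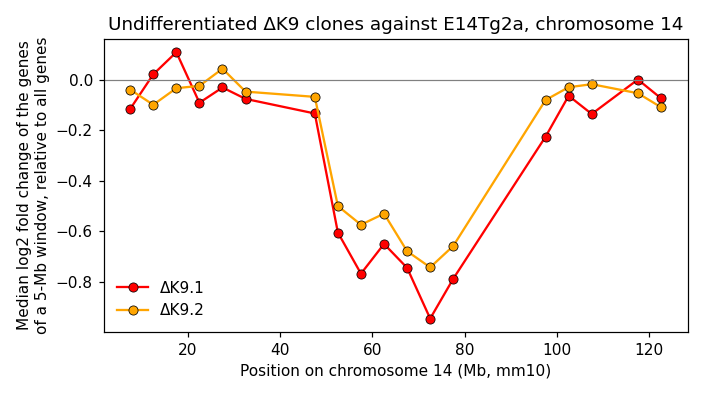
Median log2 fold change of genes above 5 TPM in windows of 5 Mb along chromosome 14, for undifferentiated ΔK9.1 (red) and ΔK9.2 (orange) against E14Tg2a, relative to the median of all genes; windows with fewer than 5 genes are not drawn. The windows from 50 to 80 Mb lie between -0.50 and -0.95, and the others lie nearer to 0.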

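The fold changes of the paper's differentially expressed genes were small on both scales. In the authors' deposited table, their median absolute log2 fold change is 0.70 in ΔK9.1 and 0.53 in ΔK9.2, and 38 of the genes exceed 1 in both clones. On the log2(TPM + 1) scale, the medians over the same genes were 0.62 in ΔK9.1 and 0.45 in ΔK9.2. Over all genes tested, the median absolute log2 fold change was 0.24 in ΔK9.1 and 0.14 in ΔK9.2, and the median SD between replicates was 0.19. Of the authors' 396 lower genes with a position in the annotation, 229 lie outside the segment of chromosome 14 in which most expressed genes were lower in both clones. The binding data of NANOG, OCT4 and SOX2 were not analysed here. From the small changes, the paper reasons that they match a small increase in *Nanog* and concludes that the deletion leads to minimal changes in gene expression.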

Although differentially expressed genes exhibited small fold changes (Fig. S2C), consistent with the small increase in *Nanog* expression observed in ΔK9 cells, they were nonetheless found enriched in the vicinity of NANOG-binding regions, compared with regions bound by OCT4 (POU5F1) and SOX2 but not NANOG (Festuccia et al., 2019; Heurtier et al., 2019; Fig. S2D). We conclude that deletion of the region harbouring H3K9me3 at the *Nanog* locus reduces the capacity of ESCs to explore the NANOG-negative state efficiently, leading to minimal gene expression changes and a measurable resistance to differentiation.

**Fig. 2.**
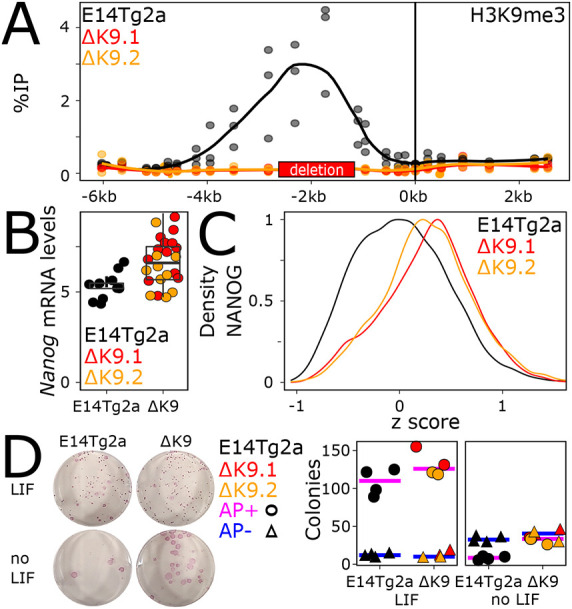
**The *Nanog* region harbouring H3K9me3 enables heterogenous NANOG expression.** (A) H3K9me3 profile across the *Nanog* locus, presented as in Fig. 1C, in wild-type ESCs (E14Tg2a, black) and in two mutant derivatives (ΔK9.1 and ΔK9.2, in red and orange, respectively), carrying a deletion of the region enriched for H3K9me3 (red box on the *x*-axis). The differences in H3K9me3 enrichments at the non-deleted parts of the IR region were analysed with unpaired one-tailed Student's *t*-test combining all individual primers and the two mutant clones (*P*=0.001036). (B) Expression of *Nanog* mRNA levels (normalised to *Tbp*) assessed by RT-qPCR in wild-type (E14Tg2a, black) and mutant (red and orange) clones. Each dot represents the level of *Nanog* mRNA for independent replicates and the boxplots the corresponding median (bar), 25-75% percentiles (box) and 1.5× the inter-quartile range (whiskers). The difference between E14Tg2a and ΔK9 cells was assessed with unpaired one-tailed Student's *t*-test (*P*=0.0002491). (C) Histogram representing the density (*y*-axis) of NANOG expression levels [*x*-axis; log2(mean_intensity) corrected to the E14Tg2a median of each experiment, *n*=2] in wild-type (E14Tg2a, black; *n*=8191) or mutant (ΔK9.1 and ΔK9.2 in red and orange, respectively; *n*=3835, 3812) cells as assessed by immunostaining. The difference in NANOG distributions was analysed with a Kolmogorov–Smirnov** **test (*P*<2.2e−16 for each clone versus E14Tg2a). (D) Representative alkaline phosphatase staining of ESC colonies for the indicated cell lines and culture conditions. The plot shows the number of alkaline phosphatase (AP)-positive (circles) and -negative colonies (triangles) in wild-type (E14Tg2a, black) and ΔK9 (red and orange) cells. Each dot represents an independent replicate and the bar the corresponding median for AP-positive (pink) or AP-negative (blue) colonies. The small difference in the number of AP-positive colonies between E14Tg2a and mutant cells cultured in FCS+LIF was not statistically significant (Mann–Whitney test, *P*=0.1714), whereas it was significant in the absence of LIF (*P*=0.01429).

### H3K9me3 at *Nanog* controls the timing of commitment into differentiation

We next aimed at characterising the status of H3K9me3 at *Nanog* in non-pluripotent cells. First, we established the H3K9me3 profiles over the *Nanog* locus in several cell types in which *Nanog* has been silenced during development (Fig. 3A). H3K9me3 was systematically found to be enriched between the *Nanog* enhancer and promoter, albeit at different levels. In trophectoderm stem cells (TSCs), the levels found at *Nanog* were lower than in FCS+LIF ESCs, except at the *Nanog* promoter where some spreading was detected. In extra-embryonic endoderm (XEN) cells, the levels of H3K9me3 were higher, exhibiting spreading towards the promoter. Finally, in mouse embryonic fibroblasts (MEFs), the level of H3K9me3 was particularly high, with prominent invasion of the *Nanog* promoter and gene body. Therefore, we conclude that, although H3K9me3 is found at *Nanog* in the three cell types analysed, its absolute levels and the degree of spreading towards the promoter are variable. This suggests that a certain level of developmental specificity impacts H3K9 methylation at *Nanog*. Moreover, and in contrast to ESCs, inhibition of ERK in MEFs did not abolish H3K9me3 at *Nanog*, which remained robustly enriched (Fig. 3A). This indicates that during differentiation, when *Nanog* silencing becomes irreversible, H3K9me3 at *Nanog* is liberated from its strict dependency on ERK.

**Fig. 3.**
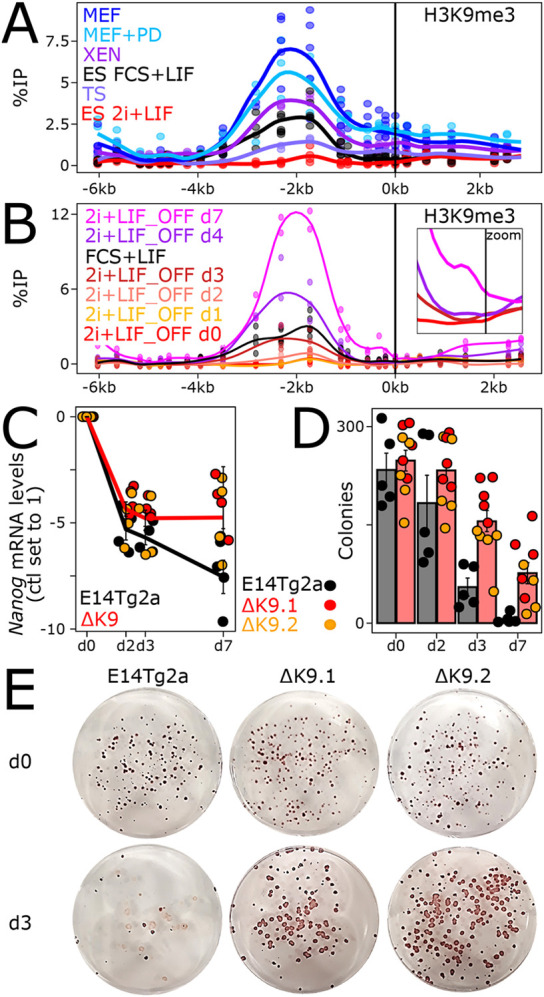
**H3K9me3 at *Nanog* times commitment into differentiation.** (A) H3K9me3 profile across the *Nanog* locus, presented as in Fig. 1C, in the indicated cell lines and conditions. The enrichment of H3K9me3 at either the IR (from −3.5 kb to −0.9 kb) or the promoter region (from −0.5 kb to 0 kb) in non-pluripotent cells was compared with 2i+LIF ESCs with unpaired one-tailed Student's *t*-test combining all individual primers falling in each subregion (*P*=0.002566 and 2.307e−06 for IR and promoter, respectively, for TSCs; *P*=0.001053 and 4.716e−06 for XEN cells; *P*=4.878e−08 and 3.79e−09 for MEFs). (B) Identical profiles for ESCs undergoing differentiation (labelled 2i+LIF_OFF) for the indicated number of days. The same statistical analyses as in A showed that the enrichment at the IR and promoter region was statistically significant from day 3 onwards (*P*=0.00226, 0.0001353, 0.0004633 for the IR, and *P*=0.04536, 0.0004678, 0.002106 for the promoter, at days 3, 4 and 7, respectively). The inset focuses on the promoter region (−1 kb to 0.5 kb) to better appreciate H3K9me3 spreading from day 0 to day 3, 4 and 7. (C) *Nanog* log2 relative mRNA levels (day 0 set to 1) measured by RT-qPCR and normalised to *Tbp*, during ESC differentiation in the indicated cell lines. Each dot represents an independent replicate and the line the corresponding mean with s.e.m. The comparative analysis of the temporal reduction of *Nanog* between E14Tg2a and ΔK9 clones (unpaired one-tailed Student's *t*-test) showed that it was statistically significant only at day 7 (*P*=0.08368, 0.05471 and 0.01324 at days 2, 3 and 7, respectively). Moreover, the reduction observed for E14Tg2a between days 3 and 7 was also found to be significant (*P*=0.03026). (D) Number of alkaline phosphatase-positive colonies obtained after switching to 2i+LIF for wild-type (E14Tg2a, black) and ΔK9 (red and orange) cells seeded clonally and differentiated for the number of days indicated on the *x*-axis. Each dot represents an independent replicate and the histogram the corresponding mean and s.e.m. Differences in clonogenicity were assessed with a Mann–Whitney test (*P*=0.2198, 0.001332, 0.002531 for days 2, 3 and 7, respectively). (E) Representative alkaline phosphatase staining of ESC colonies cultured in 2i+LIF after 0 (top) or 3 (bottom) days of differentiation for the indicated cell lines. d, day.

We then aimed at assessing the dynamics of H3K9me3 at *Nanog* during ESC differentiation. We used a simple protocol starting from 2i+LIF (absence of H3K9me3) and based on the withdrawal of LIF and ERK/GSK3b inhibitors (Fig. S3A,B). We observed a step-wise increase of H3K9me3 (Fig. 3B): if it remained low during the first 48 h, it suddenly appeared after 3 days and increased at days 4 and 7, when low but clear signs of spreading to the promoter were also observed. In ΔK9 clones, however, H3K9me3 remained absent during differentiation (Fig. S3C). Somehow, unexpectedly, the appearance of H3K9me3 at day 3 did not correlate with a particularly strong reduction of *Nanog* expression (Fig. 3C). In fact, we observed *Nanog* downregulation taking place largely during the first 48 h, in the absence of high levels of H3K9me3. However, although *Nanog* expression continued to decrease during differentiation of wild-type cells, when H3K9me3 further increased and then spread to the *Nanog* promoter (Fig. 3B) ΔK9 cells displayed a stabilisation of low *Nanog* expression after the sharp decrease occurring during the first 2 days (Fig. 3C), despite efficient differentiation (Fig. S3A,B). Immunofluorescence analyses further indicated that the retention of low but measurable NANOG expression affected the vast majority of ΔK9 cells (Fig. S4). This different global behaviour of *Nanog* expression in ΔK9 clones, temporally correlated with the time at which H3K9me3 is first established and subsequently spreads to the promoter in wild-type cells, prompted us to determine whether commitment into differentiation – the moment at which cells cannot easily come back to an undifferentiated state – was altered in ΔK9 cells. For this, we seeded wild-type and ΔK9 cells at clonal density and after 2, 3 or 7 days of differentiation, we replaced the culture medium with 2i+LIF: only cells that have not yet irreversibly lost their capacity to self-renew will survive, proliferate and form undifferentiated, alkaline phosphatase-positive colonies (Kalkan et al., 2017; Fig. 3D,E). In wild-type cells, we observed a striking coincidence of the time of commitment, taking place between days 2 and 3, with the appearance of H3K9me3 at *Nanog*. In ΔK9 clones, however, we observed a significant number of alkaline phosphatase-positive colonies after 3 and even 7 days of differentiation, indicating a delay in commitment. Altogether, these analyses suggest that in ESCs cultured in 2i+LIF, H3K9me3 at *Nanog* is established during differentiation, when it marks the irreversible commitment into effective differentiation. However, it is not strictly required for differentiation per se and rather enables the appropriate timing of commitment.

### ΔK9 cells exhibit delayed differentiation

Given the delay in differentiation commitment observed in ΔK9 clones, we monitored the expression of several genes reflecting the loss of pluripotency and the transition to a differentiated state (Kalkan et al., 2017; Fig. S3B). Whereas naïve pluripotency genes [*Esrrb*, *Klf4*, *Prdm14*, *Rex1* (*Zfp42*)] showed a less drastic downregulation, mimicking *Nanog* expression, differentiation markers (*Fgf5*, *Dnmt3b*, *Otx2*, *Wnt3*) showed slightly delayed dynamics. 

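For the transcriptome of EBs, the 3 cell lines were differentiated in parallel and RNA was sequenced on days 0, 4, 6 and 8. The deposited table holds 33 libraries, with 3 replicates for each line and day except day 6, where only replicates 2 and 3 of each line are listed. It lists TPM for 16336 genes, each with a mean of at least 1 TPM in at least 1 of the 12 groups of line and day. The listed values sum to between 994284 and 998266 TPM per library, with a median of 996529, and between 12903 and 13905 genes reached 1 TPM. Comparisons during differentiation used limma on log2(TPM + 1) in 1 fit over all 33 libraries, so that day 6, with 2 replicates, shared the estimate of the spread.

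*Nanog*, the gene next to the deletion, was examined first in every library. In E14Tg2a its level fell to 192.9 ± 12.5 TPM (SD, n = 3) on day 4, 131.3 ± 13.1 TPM (SD, n = 2) on day 6 and 26.8 ± 6.8 TPM (SD, n = 3) on day 8. On day 8 it was 98.9 ± 68.2 TPM (SD, n = 3) in ΔK9.1 and 104.8 ± 30.5 TPM (SD, n = 3) in ΔK9.2. Relative to day 0, 7.77% of *Nanog* was left on day 8 in E14Tg2a, 21.1% in ΔK9.1 and 24.6% in ΔK9.2. The percentage of ΔK9.1 depends on its replicate 3, at 176.7 TPM against 70.6 and 49.3 TPM in replicates 1 and 2. The log2 fold change to E14Tg2a on day 8 was 1.66 in ΔK9.1 (standard error 0.27, adjusted p = 0.00035 from limma) and 1.91 in ΔK9.2 (standard error 0.27, adjusted p = 4.97e-05), and all 6 ΔK9 libraries lay above all E14Tg2a libraries. When only the libraries of the groups compared were fitted, the adjusted p of ΔK9.1 on day 8 was 0.151. On days 4 and 6 the differences were not significant, with log2 fold changes of 0.05 and 0.12 on day 4 (adjusted p = 0.968 and 0.951) and of 0.33 and 0.42 on day 6 (adjusted p = 0.699 and 0.679, all from limma). The two-sided exact permutation p of both clones together was 0.286 on day 4 (3 against 6 libraries) and 0.133 on day 6 (2 against 4, the smallest possible). On both days each ΔK9 library had more *Nanog* than the E14Tg2a library of its own replicate number, 6 of 6 on day 4 and 4 of 4 on day 6. The change from day 0 to day 8 differed between the clones and E14Tg2a by 1.41 on the log2 scale (adjusted p = 0.0125 from limma). This adjusted p was 0.0662 when only the groups compared were fitted and 0.0564 without ΔK9.1 replicate 3 on day 8.

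**Figure D2:**
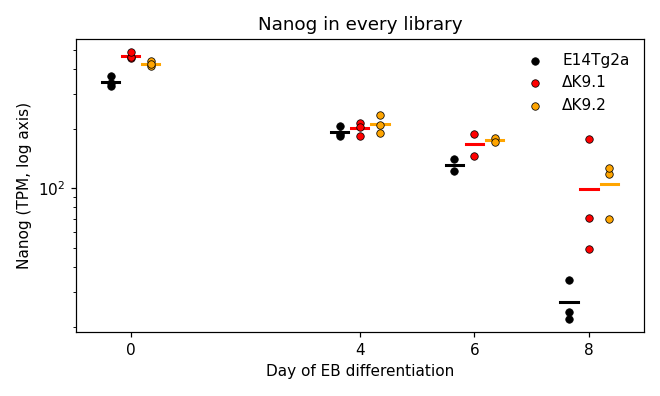
*Nanog* in TPM (log axis) in every library by day of EB differentiation, for E14Tg2a (black), ΔK9.1 (red) and ΔK9.2 (orange); dots are libraries and bars are means. The 6 ΔK9 libraries of day 8 lie between 49.3 and 176.7 TPM, above the E14Tg2a libraries at 34.6 TPM or less.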

Next, we differentiated wild-type and ΔK9 cells into embryoid bodies (EBs), a paradigm that recapitulates the establishment of multiple lineages. At the morphological level, we observed ΔK9 EBs to be often characterised by defective sealing at their periphery (Fig. S5A, top). Moreover, cellular outgrowths derived from ΔK9 EBs also exhibited less morphological typologies compared with those derived from wild-type EBs, suggesting altered multi-lineage differentiation (Fig. S5A, bottom). Gene expression analyses of EBs after days 4, 6 and 8 of differentiation confirmed the attenuated downregulation of *Nanog* expression (Fig. 4A). Moreover, principal component analysis (PCA) analysis of RNA-seq profiling (Table S1) highlighted a transcriptome-wide delay of both ΔK9 clones, starting at day 4 and progressively increasing through time (Fig. 4B). 

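PCA of log2(mean TPM + 1) of the 12 groups, centred and not scaled as in the paper's methods, placed 60.2% of the variance on PC1 and 15.0% on PC2. Libraries were projected from their own log2(TPM + 1), so their scores do not average exactly to the group scores. The pseudocount is not stated in the paper. Scaling the genes to unit variance moved these shares most, to 41.1% and 20.0%. The group means of E14Tg2a moved along PC1 from -60.8 on day 0 to -24.1 on day 4, 44.6 on day 6 and 84.3 on day 8. The mean of the clones differed from E14Tg2a on PC1 by -3.14 on day 0, -15.9 on day 4, -25.7 on day 6 and -21.0 on day 8. The SD between replicates, pooled over all days, was 9.76. With the libraries projected on PC1, the two-sided exact permutation p was 0.452 on day 0, 0.0476 on day 4 and 0.0238 on day 8, with 3 against 6 libraries, for which 0.0238 is the smallest possible. On day 6, with 2 against 4 libraries, all 4 ΔK9 libraries lay below both E14Tg2a libraries, and the exact permutation p of 0.133 is the smallest that this number allows. In the plane of PC1 and PC2, the distance to E14Tg2a was 17.7, 35.7 and 32.7 on days 4, 6 and 8 for ΔK9.1 and 15.9, 32.2 and 43.5 for ΔK9.2. The gap on day 6 depended on ΔK9.1, with -36.2 without its replicate 2 and -17.5 without its replicate 3.

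**Figure D3:**
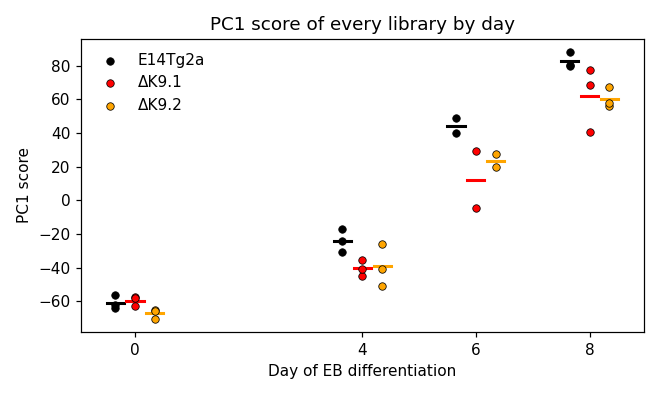
PC1 score of every library by day of EB differentiation, for E14Tg2a (black), ΔK9.1 (red) and ΔK9.2 (orange); dots are libraries and bars are means. On day 8 all 6 ΔK9 libraries lie below the 3 E14Tg2a libraries.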

Gene ontology analysis of the top 1000 loadings of the PCA identified focal adhesion genes among the most enriched cellular components (GO:0005925; *P*<10^−5^), in line with our morphological observations (Fig. S5A). Therefore, the lack of H3K9me3 at *Nanog* is strongly associated with delayed differentiation, as evaluated with three distinct differentiation paradigms (Fig. 2D, Fig. 4B, Fig. S3B).

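The gene ontology term was not used here. A list of 73 components of focal adhesions was used in its place, written by hand before the data were examined. Of these, 13 were among the 1000 genes with the largest absolute PC1 loadings, where 4.47 are expected by chance among the 16336 genes (odds ratio 3.35, two-sided Fisher's exact test, p = 0.000437). All 13 had positive loadings and were higher on day 8 than on day 0 in E14Tg2a. With a pseudocount of 0.1 in place of 1, the odds ratio was 1.89 (Fisher's exact test, p = 0.0869). On day 8, 11 of the 13 were lower in the clones than in E14Tg2a, 7 of them with an adjusted p under 0.05 from limma. The log2 fold changes of these 7, named after their values were seen, were -1.85 for *Nexn* (adjusted p = 0.000533), -1.49 for *Anxa1* (0.0237), -1.42 for *Cd44* (4.23e-05), -1.32 for *Sorbs3* (0.000314), -0.94 for *Csrp1* (0.00029), -0.88 for *Parva* (0.0117) and -0.65 for *Capn2* (0.0191), all from limma.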

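To place the clones on the wild-type time course, each library was set on the line through the E14Tg2a means of days 0, 4, 6 and 8 by least squares over the genes that change with time. E14Tg2a libraries were placed on the line through the other E14Tg2a libraries. On day 8, E14Tg2a lay at day 7.74 ± 0.28 (SD, n = 3), ΔK9.1 at day 6.99 ± 0.52 (SD, n = 3) and ΔK9.2 at day 6.74 ± 0.42 (SD, n = 3). The clones were 0.87 days behind (two-sided exact permutation test, p = 0.0476, 3 against 6 libraries). They were 0.45 days behind on day 4 (exact permutation p = 0.19) and 0.64 days behind on day 6 (exact permutation p = 0.267, 2 against 4 libraries, for which 0.133 is the smallest). On days 4, 6 and 8 each ΔK9 library lay behind the E14Tg2a library of its own replicate number. With the labels permuted within replicate numbers, a test added after seeing the data, the exact p was 0.0741 on days 4 and 8 and 0.222 on day 6, each the smallest that this test allows. Without E14Tg2a replicate 2 the value of day 4 was 0.98, and without E14Tg2a replicate 3 that of day 6 was 1.09. The root mean square distance from the line on day 8 was 0.557 for the clones and 0.471 for E14Tg2a (exact permutation p = 0.0952).

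With an adjusted p under 0.05 from limma and an absolute log2 fold change above 1, 63 genes differed between the mean of the clones and E14Tg2a on day 0, 130 on day 4, 265 on day 6 and 693 on day 8. Of the last, 135 were higher and 558 lower in the clones. When only the libraries of the same day were fitted, the counts were 67, 22, 140 and 334. The counts of days 4 and 8 depended on E14Tg2a, with 38 genes on day 4 without its replicate 3 and 372 on day 8 without its replicate 2. Of the lower genes, 73 of 224 on day 6 and 55 of 558 on day 8 lie in the segment of chromosome 14 between 50 and 80 Mb. Between the clones, 85 genes differed on day 0, 0 on day 4, 1 on day 6 and 0 on day 8, with 81 and 91 genes at an unadjusted p under 0.05 on days 4 and 8. On day 8, *Ttr* (-4.81), *Spink1* (-4.62), *Postn* (-4.61), *Afp* (-4.40) and *Apoc2* (-4.40) had the lowest log2 fold changes, and *Snhg9* (4.04), *Ltb* (2.05), *Hoxb1* (1.95), *Cbr3* (1.92) and *Trav5-2* (1.89) the highest, among genes whose ΔK9 and E14Tg2a libraries did not overlap.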

**Fig. 4.**
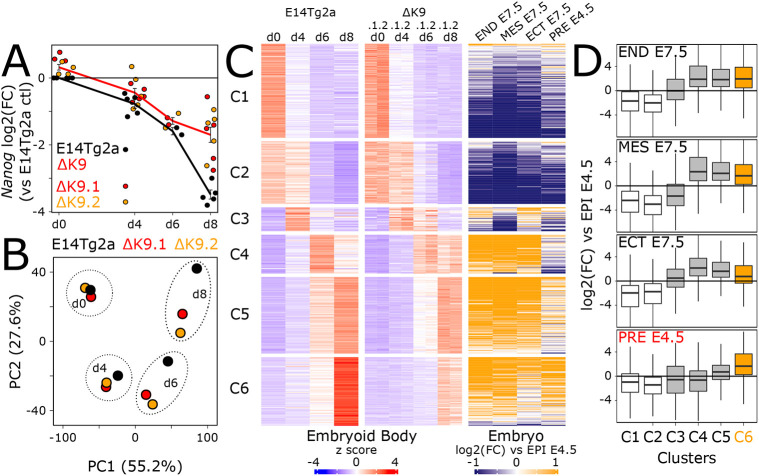
**The lack of H3K9me3 at *Nanog* leads to delayed differentiation.** (A) Log2 *Nanog* mRNA levels measured by RT-qPCR and normalised to *Tbp* during EB differentiation in the indicated cell lines. Each dot represents an independent replicate and the line the corresponding mean with s.e.m. Expression differences between E14Tg2a and ΔK9 clones were evaluated at each day of differentiation with unpaired one-tailed Student's *t*-tests (*P*=0.002143, 0.0485, 0.06709, 7.367e−06 for days 0, 4, 6 and 8, respectively). (B) PCA of 16,336 transcripts quantified by RNA-seq (TPM >1 in at least one sample) in wild-type (E14Tg2a, black; *n*=3) and ΔK9 (red and orange; *n*=3 for each) cells undergoing EB differentiation for the indicated days. (C) Heatmap of 4100 transcripts displaying gene expression changes during EB differentiation [FDR<0.05 and abs(log2FC)>1 in at least one comparison to undifferentiated cells; *n*=3 for each cell line], clustered by k-means after *z*-score normalisation. Left: Relative gene expression (*z-*score) in wild-type (E14Tg2a) and ΔK9 cells during EB differentiation. Right: Corresponding log2FC of each developmental stage indicated at the top versus E4.5 epiblast, as previously reported (Argelaguet et al., 2019). (D) Boxplot (median; 25-75% percentiles; 1.5× the inter-quartile range) of the log2FC shown in C for each cluster. Cluster C6 is highlighted in orange. The highest distribution of log2FC for PRE E4.5 for C6 with respect to the other clusters was assessed with a Kolmogorov–Smirnov** **test (*P*<1e−07 for all comparisons). d, days; ECT, ectoderm; END, endoderm; EPI: epiblast; MES, mesoderm; PRE, primitive endoderm.

### The absence of H3K9me3 at *Nanog* leads to major defects in primitive endoderm differentiation

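Genes with temporal changes were identified here with limma in the fit over all libraries, comparing days 4, 6 and 8 with day 0 within each line at the paper's thresholds. In E14Tg2a, 600 genes were higher and 665 lower on day 4, 1462 and 1420 on day 6, and 2594 and 1794 on day 8. In ΔK9.1, 1773 were higher and 1634 lower on day 8, and in ΔK9.2, 1790 and 1841. In all, 6465 genes passed in at least 1 of the 9 comparisons, 5191 of them in E14Tg2a, 3983 in ΔK9.1 and 4503 in ΔK9.2. Of these, 1246 passed in E14Tg2a and in neither clone, and 1274 in a clone and not in E14Tg2a. Among the alternatives set beforehand, a minimum of 5 TPM gave 4644 genes and a pseudocount of 0.1 gave 8075. In the authors' deposited DESeq2 columns, 7521 genes pass the thresholds in at least 1 comparison, and 5943 of the genes found here are among them.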

To explore further the molecular nature of the defects observed during EB differentiation, we first identified around 4000 genes displaying temporal gene expression changes in either differentiating wild-type or mutant cells compared with their undifferentiated controls [FDR<0.05, abs(log2FC)>1; Table S1]. These genes were then clustered using k-means; this allowed us to identify six groups of genes displaying different expression dynamics during EB differentiation (Fig. 4C, left; Table S1). 

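K-means with 6 clusters, 50 starts and 50 iterations on the z-scored mean TPM of the 12 groups divided the 6465 temporal genes into clusters of 1638, 1184, 372, 575, 1408 and 1288 genes, ordered here by the day of highest expression in E14Tg2a. The first and the second were highest on day 0, the third on day 4, the fourth on day 6, and the last pair on day 8. In E14Tg2a, the mean z-score of the first fell from 1.40 on day 0 to -0.51 on day 8, and that of the second from 0.69 to -1.04. The third reached 1.29 on day 4 and the fourth 1.15 on day 6. The fifth rose from -0.90 on day 0 to 1.38 on day 8. The authors' cluster labels are not in the deposited table. All 6 primitive endoderm markers of Fig. S5B fell in the last cluster of 1288 genes, which stands for C6 here and is called C6-like. The clusters were formed on the profiles of all 3 lines, so the clones had a part in which genes were grouped together.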

Although all identified clusters underscored the delay into differentiation, one in particular, cluster C6, showed a blatant attenuation of gene upregulation at day 8. 

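Since the clusters were formed on these same libraries, the p-values below describe the clusters and are no independent test of a difference. The C6-like cluster had a mean z-score of -0.52 ± 0.16 (SD, n = 3) on day 0 and 2.52 ± 0.98 (SD, n = 3) on day 8 in E14Tg2a. On day 8 it reached 0.77 ± 0.68 (SD, n = 3) in ΔK9.1 and 0.39 ± 0.41 (SD, n = 3) in ΔK9.2. The difference between the clones and E14Tg2a on day 8 was -1.94, with all 6 ΔK9 libraries below all 3 E14Tg2a libraries (two-sided exact permutation test, p = 0.0238). It was -0.25 on day 4 (exact permutation p = 0.0476) and -0.46 on day 6 (exact permutation p = 0.133, 2 against 4 libraries, the smallest possible). With z-scores of log2 values the difference on day 8 was -1.03, and with 5 clusters it was -1.49.

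In the other 5 clusters the difference on day 8 was between -0.13 and 0.42. The cluster highest on day 6 was higher in the clones on day 8 by 0.42 (exact permutation p = 0.0476, n = 3 against 6), and the second cluster, highest on day 0, by 0.17 (exact permutation p = 0.0238). On day 6, the cluster highest on day 4 was higher in the clones by 0.49 and the fifth cluster, highest on day 8, was lower by -0.47 (exact permutation p = 0.267 and 0.133, 2 against 4 libraries). The fifth cluster also differed by -0.18 on day 4 (exact permutation p = 0.0476, n = 3 against 6). In the first cluster the differences were between -0.06 and -0.04 on days 4, 6 and 8 (exact permutation p of 0.267 or more, n = 2 or 3 against 4 or 6).

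**Figure D4:**
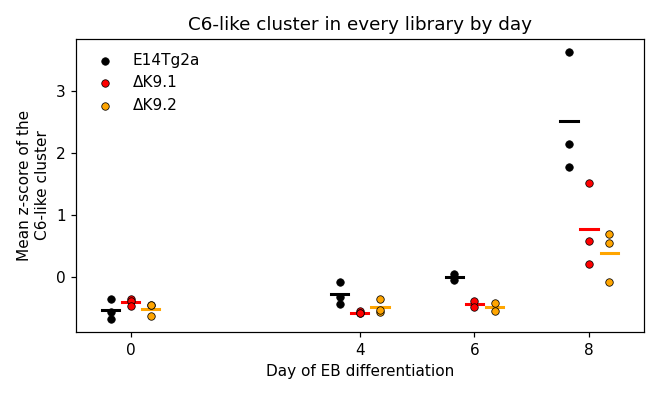
Mean z-score of the 1288 genes of the C6-like cluster in every library by day of EB differentiation, for E14Tg2a (black), ΔK9.1 (red) and ΔK9.2 (orange); dots are libraries and bars are means. On day 8 the E14Tg2a libraries lie between 1.78 and 3.63 and the ΔK9 libraries between -0.08 and 1.52.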

To characterise each cluster relative to known developmental trajectories, we plotted the fold change reported in a previous study (Argelaguet et al., 2019), in which embryonic endoderm, mesoderm and ectoderm cells of embryonic day (E) 7.5 embryos, as well as primitive endoderm cells of E4.5 embryos, were directly compared with the E4.5 epiblast (Fig. 4C, right). Whereas clusters C1 and C2 showed a marked downregulation upon epiblast differentiation into all lineages, clusters C3 to C6 displayed a clear upregulation in at least one E7.5 lineage. Notably, cluster C6, which shows the strongest ΔK9 versus wild-type differences, was the only one enriched for genes displaying a prominent upregulation in the primitive endoderm with respect to the epiblast (Fig. 4D). 

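The embryo data were not analysed here. A list of 32 markers of primitive, visceral and parietal endoderm, written beforehand and without the 6 markers of Fig. S5B, was used to characterise the clusters. Of its 29 genes among the temporal genes, 14 were in the C6-like cluster, where 5.78 are expected (odds ratio 3.78, two-sided Fisher's exact test, p = 0.000548). The cluster highest on day 4, of only 372 genes, held 7 of the 29, and its enrichment was not tested. Its difference on day 8 was -0.00604. These counts therefore do not single out the C6-like cluster as the only one rich in endoderm markers. Of the markers of mesoderm, 9 of 27 were in this cluster, and of ectoderm 1 of 15, and no gene of the lists of naive pluripotency and formative markers was.

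On day 8, the endoderm list was lower in the clones by -1.90 on average on the log2 scale, with 29 of 32 genes lower and 21 of them with an adjusted p under 0.05 (camera of limma, adjusted p = 1.89e-11 over 5 lists). The mesoderm list went both ways, with 13 of 28 genes higher, 5 of them with an adjusted p under 0.05, and 15 lower, 7 of them with an adjusted p under 0.05 (camera of limma, adjusted p = 0.612). The 16 expressed genes of the ectoderm list were higher by 0.35 (adjusted p = 0.0472), those of the naive pluripotency list by 0.68 with 13 of 16 higher (adjusted p = 1.05e-05), and those of the formative list by 1.00 with 12 of 14 higher (adjusted p = 9.18e-05, all by camera of limma). Camera used a preset correlation of 0.01 between genes. Under fry, the endoderm, naive and formative lists kept an adjusted p under 0.05 and the ectoderm list did not (0.062). With the correlation estimated from the data no list did, with adjusted p of 0.161 or more. With the replicate number as a block, the ectoderm list had an adjusted p of 0.0668.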

Analysis of individual primitive endoderm markers during EB differentiation confirmed the altered induction of these genes (Fig. S5B,C).

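Each of the 6 markers of Fig. S5B was lower in the clones on day 8, by the mean of both clones against E14Tg2a. *Sparc* was at 661.0 ± 99.0 TPM (SD, n = 3) in E14Tg2a, 181.3 ± 39.2 TPM (SD, n = 3) in ΔK9.1 and 204.4 ± 60.7 TPM (SD, n = 3) in ΔK9.2, a log2 fold change of -1.80 (adjusted p = 0.00502 from limma). *Sox17* was at 42.4, 15.0 and 8.02 TPM, a log2 fold change of -2.0 (adjusted p = 0.04999 from limma). *Gata6* was at 54.2, 21.2 and 16.1 TPM (-1.61, adjusted p = 0.087), *Gata4* at 62.9, 17.9 and 22.8 TPM (-1.66, adjusted p = 0.0578), *Sox7* at 5.89, 3.6 and 1.99 TPM (-1.02, adjusted p = 0.0634) and *Pdgfra* at 41.4, 23.3 and 17.8 TPM (-1.03, adjusted p = 0.225, all from limma). Thus 2 of 6 passed an adjusted p of 0.05 over all genes and 5 of 6 adjusted over the list alone. With the replicate number as a block, 5 of 6 passed over all genes, and with a pseudocount of 0.1, 1 of 6. The call of *Sox17* was lost in 24 of the 33 fits that each left out 1 library. All 6 ΔK9 libraries lay below all E14Tg2a libraries for *Gata4*, *Sox17* and *Sparc* (two-sided exact permutation test on TPM, p = 0.0238, 3 against 6 libraries). The exact permutation p was 0.0476 for *Gata6* and *Pdgfra* and 0.0952 for *Sox7*. *Gata4* and *Sox7* lie on chromosome 14 at 63198922 to 63271692 and 63943673 to 63950732 (mm10), within the segment whose expressed genes had a median of -0.70 in ΔK9.1 and -0.76 in ΔK9.2 on day 8.

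The markers were already lower in the clones on day 4, with exact permutation p of 0.0476 for each of the 6 (3 against 6 libraries). Their means were lower on day 0 too, with exact permutation p from 0.19 for *Sox7* to 0.548 for *Sparc*. In the authors' deposited comparison of day 0, *Gata6* (FDR 1.47e-12 and 0.000394) and *Gata4* (1.61e-06 and 0.00155) are lower in both clones. *Sox17*, *Sox7* and *Pdgfra* pass an FDR of 0.05 there in ΔK9.1 only, and *Sparc* in neither. On the log scale, the rise from day 0 to day 8 was smaller in the clones with an adjusted p under 0.05 for 0 of 6 (1 of 6, *Sparc*, at an unadjusted p under 0.05). Its estimates lay between -1.40 for *Sparc* and -0.21 for *Pdgfra*, and all 6 were negative. With a pseudocount of 0.1, those of *Gata6* and *Pdgfra* were 0.14 and 0.43. In the authors' deposited log2 fold changes, *Pdgfra* rises by 4.84 in E14Tg2a, 6.06 in ΔK9.1 and 5.12 in ΔK9.2. *Sox7* rises there by 2.84, 4.1 and 2.87, and *Sparc* by 2.58, 1.14 and 1.34. *Gata6*, *Gata4* and *Sox17* rise more in 1 clone and less in the other than in E14Tg2a. In TPM, the rise was smaller in the clones for 3 of 6, *Gata4*, *Sox17* and *Sparc* (exact permutation tests adjusted over the list alone, p = 0.0476, n = 3 against 6). *Gata6* rose 11.0-fold from day 0 in E14Tg2a, 35.3-fold in ΔK9.1 and 5.83-fold in ΔK9.2, and *Sox17* rose 7.46-fold, 27.7-fold and 2.41-fold. These ratios depend on replicate 1 of day 0, with 11.8 TPM of *Gata6* and 14.9 TPM of *Sox17* in E14Tg2a and 7.44 TPM and 8.82 TPM in ΔK9.2. Without replicate 1 of day 0 in each line, *Gata6* rose 35.9-fold in E14Tg2a, 66.4-fold in ΔK9.1 and 39.1-fold in ΔK9.2, and *Sox17* rose 38.8-fold, 93.8-fold and 13.8-fold, over means of 1.51 TPM or less. Without E14Tg2a replicate 1 alone, the interaction of *Gata6* was -1.31 and that of *Sox17* was -1.97. Without E14Tg2a replicate 2 of day 0 alone, that of *Gata6* was 0.0474 and that of *Pdgfra* was 0.31. From cluster C6 and the individual markers, the paper describes a primitive endoderm signature that is defective in EBs and goes on to test directed differentiation.

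**Figure D5:**
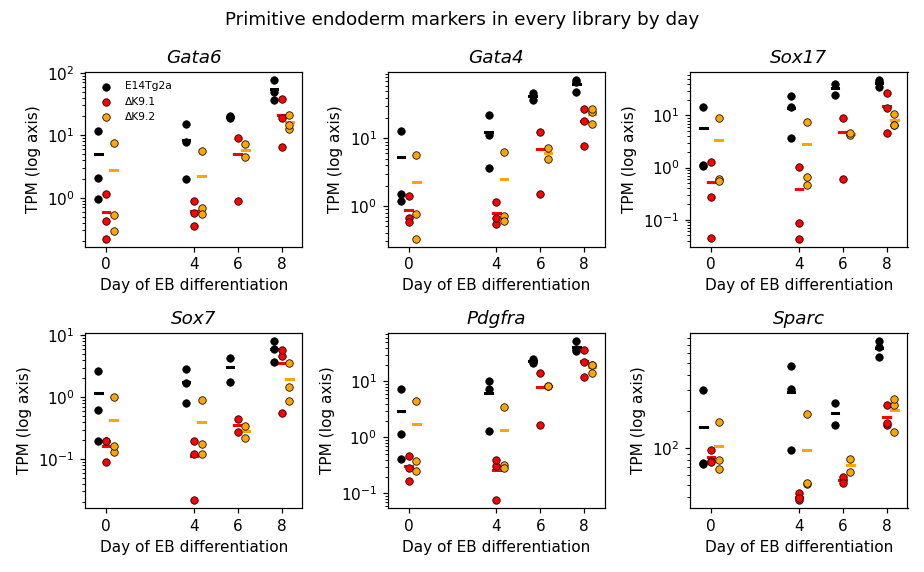
TPM (log axis) of *Gata6*, *Gata4*, *Sox17*, *Sox7*, *Pdgfra* and *Sparc* in every library by day of EB differentiation, for E14Tg2a (black), ΔK9.1 (red) and ΔK9.2 (orange); dots are libraries and bars are means. On day 8 the ΔK9 means lie below the E14Tg2a mean in all 6 panels.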

Finally, in light of these results, we wanted to ascertain whether the defective primitive endoderm signature identified in EBs implies a deficiency in the capacity of ΔK9 clones to engage in primitive endoderm differentiation. Thus, we challenged wild-type and ΔK9 ESCs with a primitive endoderm differentiation protocol (Anderson et al., 2017; Fig. S6). In wild-type cells, but not in ΔK9 clones, we observed the appearance of endoderm-like cell clusters from day 4 onwards. Moreover, ΔK9 clones showed increased cell death. Immunofluorescence of NANOG, GATA6, GATA4 and PDGFRα confirmed NANOG silencing in cells expressing primitive endoderm markers, as expected (Fig. 5). In ΔK9 clones, however, NANOG expression was prominent with only the occasional appearance of cells expressing primitive endoderm markers. Therefore, ΔK9 cells are not able to efficiently undergo directed differentiation into primitive endoderm. We conclude that H3K9me3 is required to stably silence *Nanog* during differentiation and that failing to do so has different consequences depending on the differentiation lineage, with primitive endoderm being particularly sensitive.

**Fig. 5.**
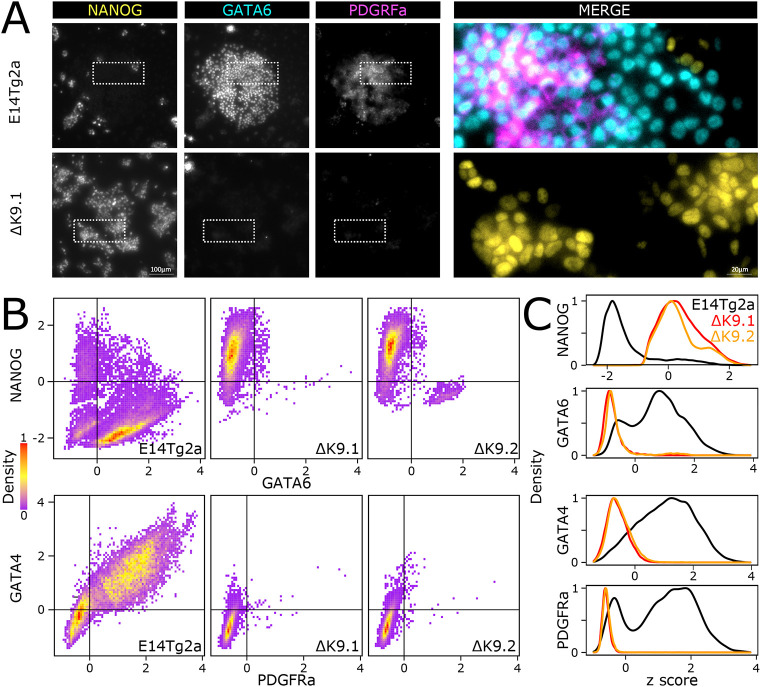
**Lack of H3K9me3 at *Nanog* abolishes primitive endoderm differentiation.** (A) Representative immunostaining of ESCs (E14Tg2a, top; ΔK9.1, bottom) subject to a directed differentiation protocol into primitive endoderm. Boxed areas are shown at higher magnification, with signals merged, on the right. (B,C) Quantification of dual immunostaining for NANOG and GATA6 or GATA4 and PDGRFα in E14Tg2a (*n*=19,507, 20,641), ΔK9.1 (*n*=11,348, 19,476) and ΔK9.2 (*n*=9713, 19,742) cells differentiated as in A. *P*<2.2e−16 (Kolmogorov–Smirnov** **tests) for all E14Tg2a versus ΔK9 comparisons.

### DNA methylation and ZFP57 binding trigger H3K9me3 at *Nanog*

To investigate the mechanisms by which H3K9me3 is established at the *Nanog* locus, we used the Cistrome database (Zheng et al., 2019) to identify candidate factors binding the region displaying maximal levels of H3K9me3 at *Nanog*. Among the identified factors (Fig. S7A), ZFP57, KAP1 (TRIM28) and DNMT3a appeared particularly relevant. Indeed, ZFP57 has been shown to bind its cognate DNA motif (TGCCGC) only when the CpG is methylated (underlined) and then recruit KAP1, DNA methylases and H3K9 methylases to nucleate heterochromatin formation (Quenneville et al., 2011; Zuo et al., 2012; Anvar et al., 2016; Riso et al., 2016; Li et al., 2008). Two perfect ZFP57 motifs were identified at the exact region showing H3K9me3 in ESCs (Fig. 6A). Moreover, analysis of DNA methylation datasets (Domcke et al., 2015) showed that the two CpGs required for ZFP57 binding are methylated in FCS+LIF but not in 2i+LIF (Fig. 6A,B), as expected given the reduced expression of DNMTs upon ERK inhibition (Li et al., 2016; Spindel et al., 2021 preprint) and the global loss of DNA methylation in 2i+LIF-cultured ESCs (Leitch et al., 2013; Grabole et al., 2013). Hence, we aimed at profiling ZFP57 binding by chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR). We observed robust recruitment of ZFP57 at the H3K9me3-enriched region in ESCs cultured in FCS+LIF but not in 2i+LIF (Fig. 6C,D). Using previously described *Zfp57* knockout ESCs (ZKO; Riso et al., 2016) we were able to confirm the specificity of our assay (Fig. 6C,D). Moreover, upon knockout of all three DNMT genes [*Dnmt1/3a/3b*; triple knockout (TKO)] and the ensuing loss of DNA methylation (Fig. S7B,C), we also observed a complete loss of ZFP57 binding (Fig. 6C). As expected, in both TKO and ZKO cells H3K9me3 at *Nanog* was completely abrogated (Fig. 6D), establishing that it is triggered by a canonical mechanism dependent on DNA methylation and ZFP57 recruitment. Finally, we aimed to address whether the loss of H3K9me3 at *Nanog* triggered by either DNMT or *Zfp57* knockouts is accompanied by changes in NANOG heterogeneity and in the capacity of ESCs to differentiate into primitive endoderm derivatives, as shown in our ΔK9 mutant cells. In both knockouts, we observed a clear increase of NANOG expression before differentiation, depleting the NANOG-low compartment (Fig. 6E), and a strong attenuation of both NANOG downregulation and induction of GATA6 upon directed differentiation into primitive endoderm (Fig. 6F,G), reproducing the effects observed in ΔK9 ESCs. This reinforces the idea that H3K9me3 at *Nanog* is required to lock the *Nanog* silent state during differentiation, an event that is particularly important for proper primitive endoderm differentiation.

**Fig. 6.**
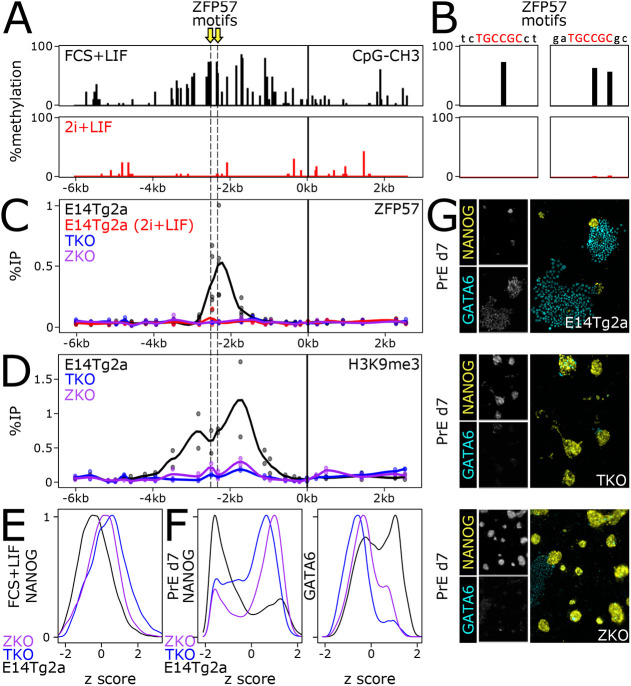
**DNA methylation and ZFP57 binding drive H3K9me3 enrichment at *Nanog*.** (A) Analysis of DNA methylation at the *Nanog* locus, using available datasets in ESCs cultured in FCS+LIF or in 2i+LIF. The position of two ZFP57 motifs is indicated by yellow arrows. (B) Identical analysis but focusing at the two ZFP57 motifs. (C) Analysis of ZFP57 binding by ChIP-qPCR, presented as in Fig. 1C, in the indicated cell lines: E14Tg2a cultured in FCS+LIF (black) or in 2i+LIF (red), triple-negative DNMT knockout ESCs (TKO, blue) and *Zfp57* knockout ESCs (ZKO, purple). (D) Analysis of H3K9me3 at *Nanog* in E14Tg2a, TKO and ZKO ESCs cultured in FCS+LIF, presented as in C. (E) Analysis of NANOG expression in E14Tg2a, TKO and ZKO ESCs. The differential distribution in TKO and ZKO versus E14Tg2a was assessed with Kolmogorov–Smirnov** **tests (*P*<2.2e−16). (F) Analysis of NANOG and GATA6 expression after 7 days of directed differentiation of E14Tg2a, TKO and ZKO into primitive endoderm. Differences in distribution levels were assessed with Kolmogorov–Smirnov tests (*P*<2.2e−16 for both TKO and ZKO versus E14Tg2a). (G) Representative immunostaining of E14Tg2a, TKO and ZKO subjected to a directed differentiation protocol into primitive endoderm. Insets show individual signals, and main panels merged signals.

## DISCUSSION

Gene expression heterogeneity has emerged as a main motor of lineage diversification during development, particularly in stem cell and progenitor populations: upon appropriate stimuli, these expression differences are translated into an effective decision-making process that culminates in commitment (Huang, 2009; Martinez Arias and Brickman, 2011; Balazsi et al., 2011). When these heterogeneities are dynamic, such as in the case of *Nanog* and ESCs, the fluctuating expression is eventually fixed. A likely model accounting for the transition from reversible to irreversible silencing involves epigenetic repression, in the sense of heritable chromatin states incompatible with transcription that do not depend on the original triggers (Berger et al., 2009). The acquisition of epigenetic repression, including H3K9me3 (Nicetto and Zaret, 2019), is indeed perceived as a general means to restrict developmental fate choices as cells differentiate (Yadav et al., 2018). Accordingly, we show that *Nanog* silencing during differentiation is accompanied by H3K9me3, which irreversibly locks its expression and thus contributes to commitment into differentiation. Two observations, however, indicate that additional complexity may characterise both *Nanog* silencing and its developmental implications.

Although epigenetic repression is often instated *de novo* during differentiation, for example at *Oct4* (Feldman et al., 2006), the regulation of *Nanog* appears to involve an intermediary state in which H3K9me3 is already established but not yet fixed. In undifferentiated cells, H3K9me3 is readily detected at *Nanog*, particularly in *Nanog*-negative cells. Moreover, it is transferred from mother to daughter cells during mitosis. However, it is strictly dependent upon ERK signalling, the main driver of NANOG heterogeneity. This dependency is likely mediated by the impact of ERK on DNA methylation (Leitch et al., 2013; Grabole et al., 2013; Li et al., 2016; Spindel et al., 2021 preprint), in this case of two motifs of the ZFP57 transcription factor, which recruits proteins involved in H3K9 methylation (Li et al., 2008; Quenneville et al., 2011; Zuo et al., 2012; Anvar et al., 2016; Riso et al., 2016). By integrating ERK activity with mitotically stable H3K9 methylation, ZFP57 may confer to *Nanog* silencing the required stability to be inherited and, at the same time, sufficient flexibility to revert back to transcriptional activity. During differentiation (at least as judged by the analysis of embryonic fibroblasts), H3K9me3 becomes independent of ERK and, with respect to ERK, irreversible. Therefore, even if subjected to variations in ERK stimuli, *Nanog* will remain silent. Despite these considerations, we suggest that H3K9me3 at *Nanog* becomes epigenetic exclusively during differentiation, when it is no longer dependent on its original trigger. Hence, our data point to an integrated network of ERK signalling, DNA methylation and ZFP57 binding as the mechanism responsible for H3K9me3 enrichment at *Nanog*. This scenario, whereby DNA methylation plays a central role, is compatible with the kinetics of H3K9me3 loss upon ERK inhibition, which are suggestive of passive erasure of CpG methylation. It is also compatible with the incapacity of ESCs to efficiently maintain DNA methylation and H3K9me3 when transiently induced using epigenomic editing tools (Carlini et al., 2022). Whether the transition from reversible to irreversible H3K9me3 is mediated by direct mechanisms operating at the locus or on the H3K9me3-associated machinery, or linked to the general lack of strong epigenetic repression in ESCs (Carlini et al., 2022; Festuccia et al., 2017), remains unknown. Also, it remains possible that the global increase of H3K9me3 taking place during differentiation, which directly depends on the loss of activity of OCT4 and to a lesser extent of NANOG (Bernard et al., 2022), leads to an improvement in the establishment of robust epigenetic repression. Nevertheless, the dependency of H3K9me3 on ERK shown here and previously on OCT4 (Bernard et al., 2022 preprint) is reminiscent of the dependency of other repressive marks, such as H3K27me3, on LIF signalling and NANOG activity (Heurtier et al., 2019), suggesting a general dependance of repressive chromatin marks on more dynamic regulators in undifferentiated ESCs. By displaying regulated dependencies towards signalling and/or transcription factor activity, repressive chromatin modifications may facilitate conditional heritability and excitability (before differentiation commitment) or, by contrast, fixed gene expression states to enable commitment (Festuccia et al., 2017).

*Nanog* is known to counteract differentiation when ectopically expressed at high levels (Chambers et al., 2007). Because the deletion of the region harbouring H3K9me3 leads to a minor increase of NANOG expression, it was not expected to block differentiation. After all, upon the collapse of the pluripotency network triggered by differentiation signals, *Nanog* would lose most of its activators and be downregulated, as we observed. However, the lack of H3K9me3 triggered by the deletion leads to a lack of complete *Nanog* silencing, providing an opportunity to evaluate the importance of fully repressing *Nanog* during differentiation. Similarly, as cells lacking the H3K9me3-enriched region at *Nanog* reduce their heterogeneity in a context in which *Nanog* can nevertheless be downregulated (in contrast to ectopic expression systems), the importance of NANOG heterogeneity in lineage priming can also be inferred from our experimental setup. In this regard, our observation that cells lacking the H3K9me3-enriched region can differentiate rules out a deterministic role for NANOG heterogeneity in the capacity to exit the undifferentiated state. Nevertheless, using multilineage protocols we observed delayed commitment and altered differentiation into all germ layers of cells lacking the H3K9me3-enriched region. Yet the highest consequences affect genes normally upregulated in the primitive endoderm, an observation that was fully confirmed by their incapacity to differentiate efficiently into primitive endoderm using a directed differentiation protocol. Although the existence of other forms of regulation mediated by the deleted region cannot be formally excluded, the fact that DNMT and *Zfp57* knockouts (which have a wild-type *Nanog* locus) phenocopy the loss of NANOG heterogeneity and the alteration of primitive endoderm differentiation suggests that H3K9me3 plays a major role. The differential impact observed for somatic versus primitive endoderm lineages in ESCs further underscores the relative and lineage-specific importance of *Nanog* in repressing differentiation. Furthermore, *Nanog* heterogeneity in ESCs has been proposed to either reflect the heterogeneity observed in early blastocysts, whereby cells of the inner mass can either express NANOG or GATA6, or the early downregulation of *Nanog* taking place around implantation to elicit somatic differentiation events of the epiblast (Chambers et al., 2007; Singh et al., 2007; Kalmar et al., 2009; Canham et al., 2010; Abranches et al., 2014). Indirectly, thus, our results could be interpreted as *Nanog* heterogeneity and its subsequent full silencing being functionally associated with epiblast versus primitive endoderm specification. In this regard, two observations are noteworthy. First, the repressive H3K27me3 mark has been shown to play a preponderant role in downregulating genes that prime ESCs for primitive endoderm differentiation (Illingworth et al., 2016). Second, *Nanog* sustains H3K27me3 in undifferentiated and early differentiating ESCs (Heurtier et al., 2019). In light of these findings and of our observation that the loss of H3K9me3 also alters the differentiation balance between somatic and primitive endoderm lineages, we suggest that a signalling and transcription factor dialogue established through repressive histone methylation contributes to epiblast versus primitive endoderm specification and differentiation. In this model, ERK dynamically controls H3K9me3 at *Nanog*, which sustains H3K27me3 levels and keeps primitive endoderm genes in check, generating reversible and mosaic expression patterns associated with either epiblast or primitive endoderm fates.

Overall, our observations add to the notion that heterochromatin contributes to cell-fate restriction during differentiation processes. They also suggest that these events are more nuanced in their action than anticipated, given the regulation of its dependency on signalling cues in respect to its epigenetic potential and the differential impact that the ensuing stability of the repression may have in different lineages. Whether our findings can be extrapolated to other master regulators of pluripotency or to other developmental transitions represent important new avenues for future research.

## MATERIALS AND METHODS

### Cell culture

ESCs were cultured on gelatine in either FCS+LIF or 2i+LIF and passaged every 3-4 days. All 2i+LIF analyses were performed after at least three passages in 2i+LIF. ESCs were karyotyped and regularly tested *Mycoplasma*-free. MEFs were derived from F1 129sv/129sv E13.5 male embryos and cultured for no more than four passages. XEN cell lines (Artus et al., 2010) were routinely passaged every 4 days. TSC lines (Kunath et al., 2005) were cultured on mitomycined MEFs and passaged every 2-3 days. For N2B27 differentiation (2i_OFF), ESCs were seeded on poly-L-ornithine/laminin-coated, cell-culture-treated surfaces in 2i+LIF medium but omitting LIF and ERK/GSK3b inhibitors. The medium was changed daily. EBs were obtained by seeding cell aggregates onto non-cell-culture-treated dishes. Primitive endoderm differentiation was performed as previously described (Anderson et al., 2017) using activin A, CHIR99021 and LIF. The medium was changed daily. Commitment assays were performed with cells cultured in 2i+LIF and subject to 2i_OFF differentiation; at each differentiation time point, 2i+LIF was added back for seven additional days, after which cells were fixed and stained for alkaline phosphatase activity. Full details are available in supplementary Materials and Methods.

### Generation of ESC knockout lines

To generate ΔK9 clones, we used gRNAs (5′-CAGAGGAGGGCTTAAGAGAT and 5′-CACTCTAACCCAGCTTAAGT) cloned under the control of a U6 promoter in a vector conferring puromycin resistance (Heurtier et al., 2019). These vectors were co-transfected with a Cas9/mCherry expression vector (Addgene plasmid #64324) in E14Tg2a cells, selected with puromycin and FACS-sorted for mCherry fluorescence. Puromycin-resistant and mCherry-positive cells were seeded at clonal density and ∼100 clones were picked 10 days later. Clones were screened by PCR with primers spanning the deletion (Table S2) by real-time qPCR using primers along the *Nanog* locus (Table S2), and by cloning and sequencing of PCR products (Table S2). Two karyotypically normal independent clones, ΔK9.1 and ΔK9.2, were selected for this study. *Dnmt1/3a/3b* TKO cells were generated in E14Tg2a using gRNAs that were previously described (Domcke et al., 2015). The three gRNAs targeting each DNMT gene were cloned in pX459 (Addgene plasmid #48139) and transfected into E14Tg2a cells. After puromycin selection, ∼96 colonies were picked and screened by DNA digestion with the DNA methylation-sensitive restriction enzyme HpaII. DNA methylation mutant clones were further confirmed by Sanger sequencing (Table S2). For the TKO clone used in this study, complete loss of DNA methylation was confirmed by the luminometric methylation assay (LUMA; Karimi et al., 2006), which was performed exactly as described (Walter et al., 2016).

### FACS

Nanog-GFP cells (TNG; Chambers et al., 2007) were sorted using a Moflo Astrios with the ‘highest % of purity’ parameter selected. After sorting, GFP-negative and GFP-positive sorted populations were re-processed, with the same parameters used for sorting, to check the purity of each fraction (>95%).

### Imaging analyses

To enable direct comparison of undifferentiated E14Tg2a with ΔK9, TKO and ZKO cells, cells were individually incubated either with Rhodamine Red (E14Tg2a) or Deep Red (ΔK9 or TKO or ZKO) dyes, collected, mixed at a 1:1 ratio, seeded and cultured for ∼6 h. Cells were then fixed in 4% formaldehyde for 10 min and used for immunostaining. Differentiating cells were processed separately. Antibodies used for all immunostaining experiments are listed in Table S2. Imaging was performed with an inverted Nikon Eclipse X microscope equipped with ×20/0.45 (WD 8.2-6.9) objective, LUMENCOR excitation diodes, Hamamatsu ORCA-Flash 4.0LT camera and NIS Elements 4.3 software. Quantifications were performed using CellProfiler (Carpenter et al., 2006). For smFISH analyses, cells were grown at low density in medium without phenol-Red, collected by trypsinisation, fixed, cytospun and stored in 70% ethanol at 4°C until use. The slides were dehydrated and hybridised for 24 h at 37°C with the *Nanog* mRNA probe (Stellaris Probe Designer version 4.2 on Biosearch Technologies). Image stacks (0.5 μm gap) were acquired using a Nikon Eclipse X microscope equipped with ×63 oil immersion objective (N.A1.4), LUMENCOR excitation diodes, Hamamatsu ORCA-Flash 4.0LT camera and NIS Elements 4.3 software. The analysis was performed using ImageJ and CellProfiler. Additional details are available in supplementary Materials and Methods.

### Gene expression analyses

RNA extraction and DNase treatment were performed with the NucleoSpin RNA Mini kit (MACHEREY-NAGEL) according to the manufacturer's protocol. Reverse transcription was performed with 1 µg of total RNAs with random hexamers following manufacturer's protocol (Roche). Real-time quantitative PCR was performed in a LightCycler 480 (Roche) using LightCycler 480 SYBR Green I Master (Roche) and normalised to *Tbp* (see Table S2 for primer sequences). Stranded, poly-A-selected RNA-seq libraries were prepared and sequenced (paired-end 150 bp reads; around 50 million each) by Novogene UK. Reads were aligned to the mm10 genome and transcripts per million (TPM) computed. All differential expression tests were run with DESeq2 (Love et al., 2004). For EB differentiation, we considered genes with absolute log2FC>1 and FDR<0.05 at any day of the differentiation versus undifferentiated cells for either E14Tg2a or ΔK9 cells. k-means clustering was computed with R using the function k-means with options *k*=6, nstart=50, iter.max=50. Only differentially expressed genes as identified during EB differentiation were used (*z*-scored mean TPM). The number of clusters was chosen as the minimal value identifying at least one cluster with maximal expression at each day of differentiation, including day 0. Correlations with developmental gene expression were made by directly plotting the log2FC reported in a previous study using scNMT-seq (single-cell nucleosome, methylation and transcription sequencing) around gastrulation of mouse embryos (Argelaguet et al., 2019). Additional details are available in supplementary Materials and Methods.

### Chromatin analyses

After trypsinisation, ESCs were cross-linked and nuclei isolated and sonicated using a Covaris M220. Fragmented chromatin (typically 200-600 bp) was used for ChIP using the antibodies listed in Table S2. ChIP and the corresponding Input samples were analysed by qPCR using the primers listed in Table S2. Additional information is available in supplementary Materials and Methods.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: H3K9 tri-methylation at Nanog times differentiation commitment and enables the acquisition of primitive endoderm fate
**Source:** Development. 2022 Sep 9;149(17):dev201074. doi: 10.1242/dev.201074
**Supplement:** Supplementary information

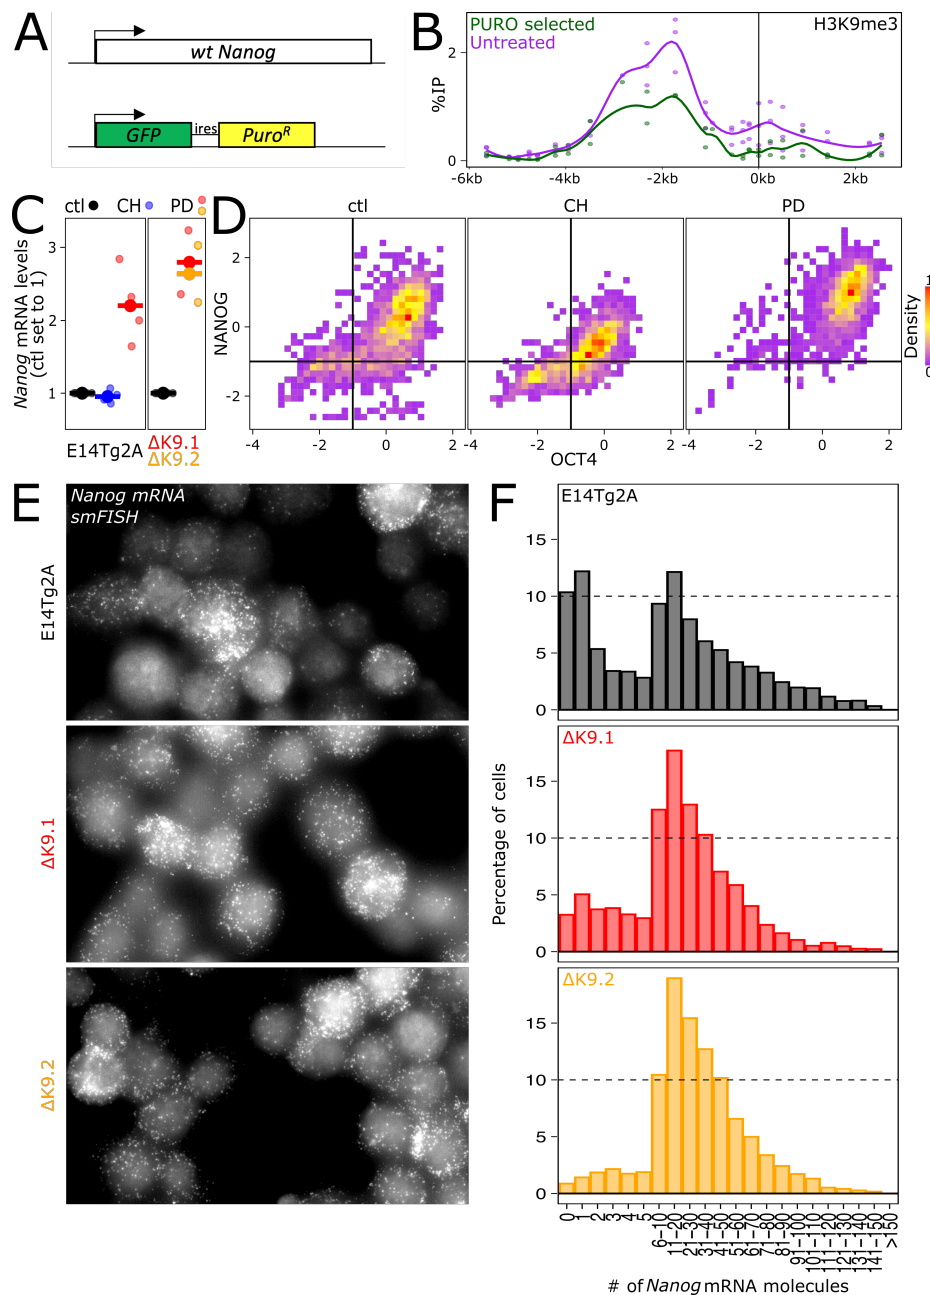

**Fig. S1. Additional information on *Nanog* heterogeneity.**

**(A)** Schematic representation of the two *Nanog* alleles in *Nanog*-GFP reporter cells (TNG; Chambers et al. 2007). Selection with Puromycin leads to a fully NANOG-GFP+ve homogeneous population (Chambers et al. 2007, Navarro et al. 2012). **(B)** H3K9me3 ChIP-qPCR analysed and presented as in Fig. 1C, D ( $p = 0.02373$  and  $8.404 \times 10^{-6}$  for the IR and promoter region, respectively). **(C)** Relative mRNA levels (ctl set to 1) of *Nanog*, measured by RT-qPCR and normalised to *Tbp*, upon 3d of PD or CH treatment of FCS+LIF cultured cells. The increase observed upon PD treatment was tested with Student's t test ( $p = 0.009019$  for E14Tg2a and  $0.002947$  for the two  $\Delta K9$  clones combined). **(D)** Quantification (z score) of NANOG and OCT4 immuno-staining in untreated E14Tg2a cells (ctl;  $n = 2053$ ) and after 3d of CH ( $n = 1554$ ) or PD ( $n = 1857$ ) treatment, as indicated. The changes in NANOG distribution in PD treated cells were assessed with a KS test ( $p < 2.2 \times 10^{-16}$ ). **(E)** Representative image of smFISH assays using a *Nanog* mRNA probe in the indicated cell lines. **(F)** Quantification of the number of *Nanog* mRNA molecules per cell for each indicated cell line. The distributions were compared with a Chi-squared test ( $p < 2.2 \times 10^{-16}$ ).

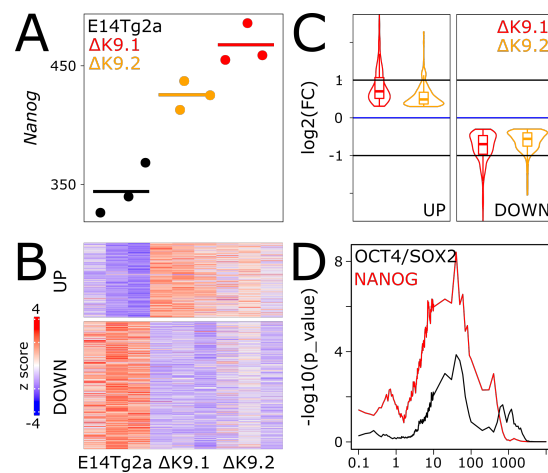

**Fig. S2. Gene expression consequences in  $\Delta K9$  cells.** (A) Confirmation of *Nanog* upregulation in  $\Delta K9$  cells by RNA-seq (Transcripts Per Million, TPM). (B) Z scored heatmap of genes identified as differentially expressed in  $\Delta K9$  cells. (C) Violin-Boxplot of gene expression fold-changes measured in  $\Delta K9.1$  and  $\Delta K9.2$  clones compared to wild-type E14Tg2a cells. (D) Statistical association (Y-axis,  $-\log_{10}(\text{Fisher exact test p-value})$ ) between the differentially expressed genes shown in (B) with the presence of NANOG (red) or OCT4/SOX2 (black) binding sites as a function of the distance (X-axis, kb).

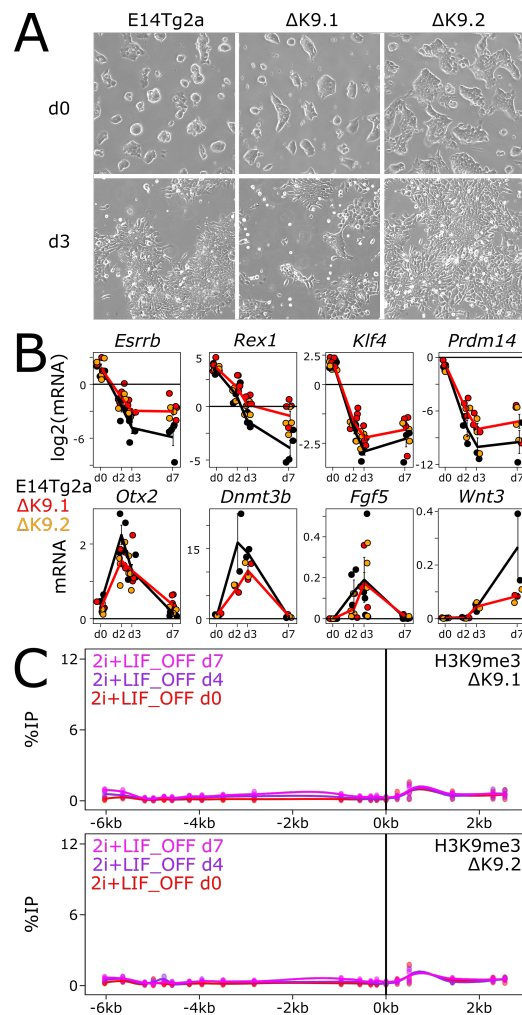

**Fig. S3. Differentiation of wild-type and  $\Delta K9$  cells upon 2i+LIF withdrawal.**

**(A)** Representative bright-field photomicrographs of wild-type (E14Tg2a) and  $\Delta K9$  cells cultured in 2i+LIF (top) and after 3 days of withdrawal (bottom). **(B)** RT-qPCR analysis of markers of naïve pluripotency (top) and differentiation (bottom) after 0, 2, 3 and 7 days of 2i+LIF withdrawal. *Tbp* was used for normalisation. Differences in naïve marker downregulation were assessed with a Student's t test at the day of strongest reduction in wild-types (d7 for *Esrrb* and *Rex1*; d3 for *Klf4* and *Prdm14*;  $p = 0.02361, 0.007429, 0.01211, 0.08776$ , respectively). For differentiation markers, d2 was used ( $p = 0.0214, 0.1431, 0.1604$  for *Otx2*, *Dnmt3b* and *Fgf5*, respectively) except for *Wnt3* (d7  $p = 0.135$ ). **(C)** Analysis of H3K9me3 at *Nanog* in  $\Delta K9.1$  and  $\Delta K9.2$  cells analysed and presented as in Fig. 3B, showing a lack of enrichment throughout differentiation.

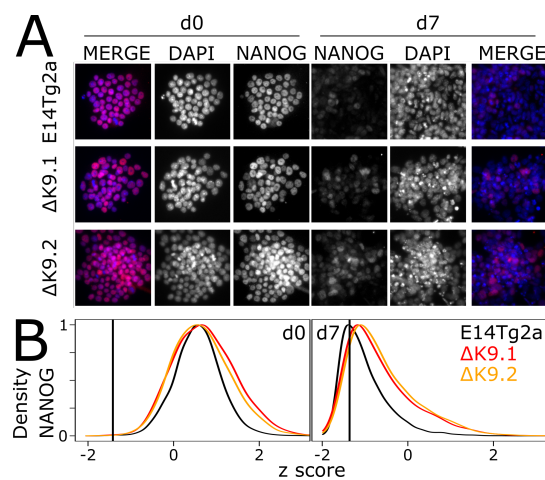

**Fig. S4. General retention of low NANOG levels in differentiating  $\Delta$ K9 cells.**

**(A)** Representative illustration of undifferentiated (left) and differentiated (right; 7d of 2iLIF withdrawal) E14Tg2a,  $\Delta$ K9.1 and  $\Delta$ K9.2 cells stained for NANOG and DNA (DAPI).

**(B)** Quantification of NANOG levels in the conditions described in (A), presented as in Fig. 2C. The vertical line shows the median of differentiated E14Tg2a cells. Note that the vast majority of  $\Delta$ K9 cells present higher NANOG levels than E14Tg2a cells after 7 days of differentiation (KS test  $p < 2.2e-16$ ).

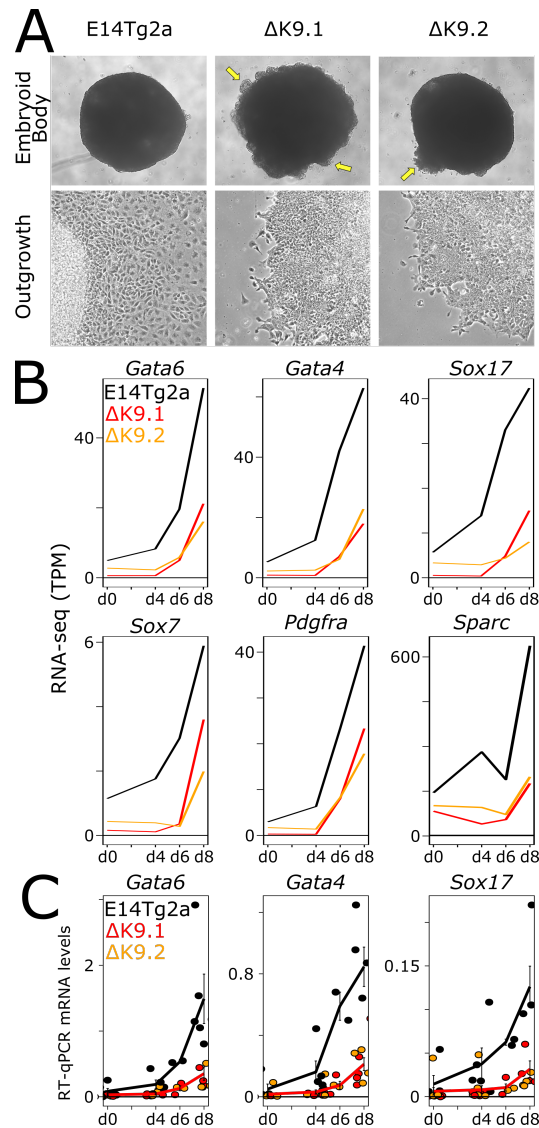

**Fig. S5. Differentiation of wild-type and  $\Delta K9$  cells into embryoid bodies.**

**(A)** Representative bright-field photomicrographs of wild-type (E14Tg2a) and  $\Delta K9$  embryoid bodies (top) and their derived cellular outgrowths (bottom). The arrows point to defective sealing of EBs periphery. **(B, C)** Analysis of endoderm markers after 0, 4, 6, 8 days of embryoid body differentiation, by RNA-seq (B) or by RT-qPCR (C). *Tbp* was used for normalisation.

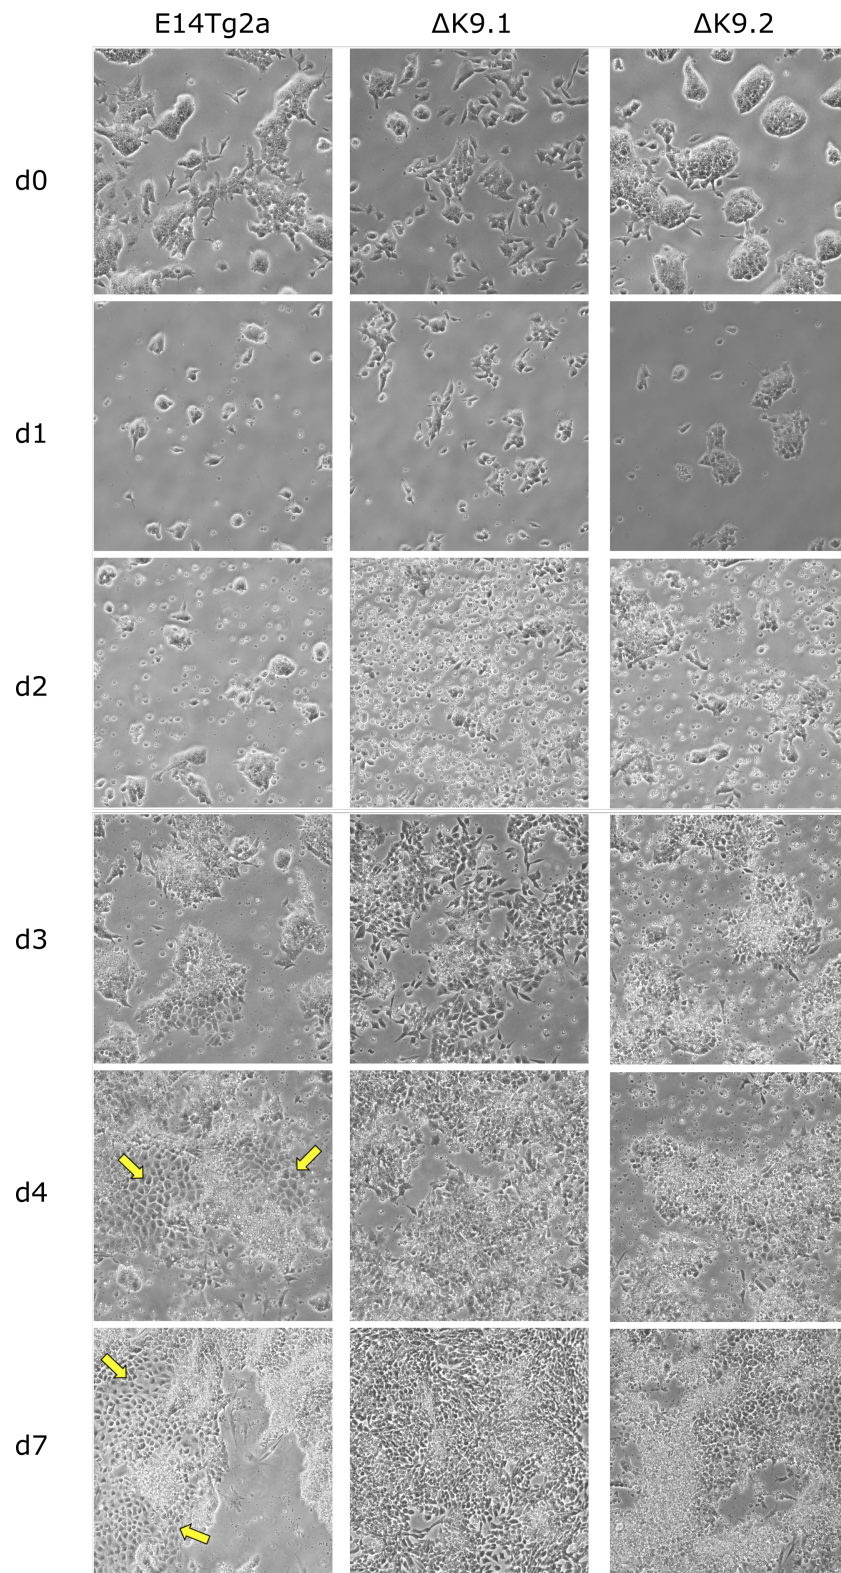

**Fig. S6. Directed differentiation of wild-type and  $\Delta$ K9 cells into primitive endoderm.** Representative bright-field photomicrographs of wild-type (E14Tg2a) and  $\Delta$ K9 cells during their treatment with a primitive endoderm differentiation protocol. The arrows point to clusters of primitive endoderm cells.

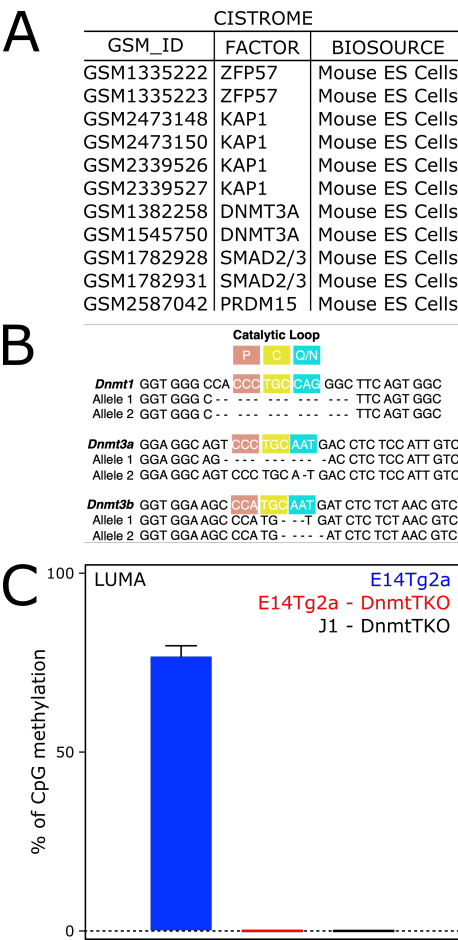

**Fig. S7. Factors binding the IR region and generation of *Dnmts* TKO cells.**

**(A)** The DNA sequence of the deleted region was used for a Cistrome analysis to identify candidate binding factors. The table shows those identified in ChIP-seq datasets performed in mouse ES cells. **(B)** Sanger sequencing tracks for each mutated allele of the three *Dnmt* genes. **(C)** LUMinometric Methylation Assay (LUMA) quantification of global CpG methylation levels in E14Tg2a WT and *Dnmt* TKO cells. DNA from a previously generated TKO line (J1 background; Tsumura et al., 2006) was used as a control. Data are shown as means  $\pm$ s.e.m for two independent replicates.

**Table S1.** RNA-seq counts and annotations.

[Click here to download Table S1](#)

**Table S2.** Primers and antibodies used in this study.

[Click here to download Table S2](#)

## Supplementary Materials and Methods.

### Cell Culture

#### *General ES cell culture conditions.*

ES cells (E14Tg2a;  $\Delta$ K9 clones; TNG (Nanog-GFP reporter cells), a kind gift of Pr. Ian Chambers; TKO (triple knock-out DNMTs); ZKO (*Zfp57* knock-out), a kind gift of Basilia Acurzio & Andrea Riccio) were cultured (37°C, 7%CO<sub>2</sub>) on 0.1% gelatine (SIGMA, Cat# G1890-100G) in DMEM, high glucose, GlutaMAX™ Supplement, pyruvate (Gibco, Cat# 31966-021), 10% FCS (Sigma, F7524), 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010), 1 $\times$  MEM non-essential amino acids (Gibco, Cat# 1140-035) and 10 ng/ml recombinant LIF (MILTENYI BIOTEC, Cat# 130-099-895). For TNG, when specified, puromycin was used at 2  $\mu$ g/mL. When indicated, cells were grown in serum-free 2i-containing medium (1  $\mu$ M PD0325901 and 3  $\mu$ M CHIR99021; Axon1408 & Axon1386 respectively): 0.5X DMEM/F12 (Gibco, Cat# 31331093), 0.5X Neurobasal (Gibco, Cat# 21103049), 0.5X N2 supplement 100X (Gibco, Cat# 17502048), 0.5X B27 supplement 50X (Gibco, Cat# 17504044), 10  $\mu$ g/ml Insulin (Sigma, Cat# I1882-100MG), 2 mM L-Glutamine (Invitrogen, Cat# 91139), 37.5  $\mu$ g/ml BSA (Sigma, Cat# A3311-10G), 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010), 10 ng/ml recombinant LIF (MILTENYI BIOTEC, Cat# 130-099-895). Cells were seeded at 0.02M to 0.04M cells/cm<sup>2</sup>, media changed every 2 days and cells passaged every 3-4 days. All 2i+LIF analyses were performed after at least 3-4 passages in 2i+LIF. All experiments inhibiting ERK or GSK3b were performed with 1  $\mu$ M PD0325901 and 3  $\mu$ M CHIR99021, respectively. Cells were karyotyped and regularly tested mycoplasma-free.

#### *Culture conditions of MEFs, XEN and TS cells.*

Mouse Embryonic Fibroblasts (MEFs) were derived from F1 129sv/129sv E13.5 male embryos and cultured (37°C, 7%CO<sub>2</sub>), for no more than 4 passages, in DMEM, high glucose, GlutaMAX™ Supplement, pyruvate (Gibco, Cat# 31966-021), 10% FCS (Sigma, F7524), 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010), 1 $\times$  MEM non-essential amino acids (Gibco, Cat# 1140-035). When indicated, MEFs were treated for 3 days with 1  $\mu$ M PD0325901. Extra-Embryonic Endoderm (XEN) cell lines (Artus et al., 2010) were routinely cultured (37°C, 7%CO<sub>2</sub>) in DMEM, high glucose, GlutaMAX™ Supplement, pyruvate (Gibco, Cat# 31966-021), 10% FCS (Sigma, F7524), 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010), 1 $\times$  MEM non-essential amino acids (Gibco, Cat# 1140-035) on 0.1% gelatine, without LIF, and passaged every 4 days. Trophectoderm Stem (TS) cell lines (F2 and F3) were initially isolated from F1 129/Sv Hprt-4 Pgk1a  $\times$  129/Sv embryos using a published protocol (Tanaka et al., 1998) and cultured (37°C, 5%CO<sub>2</sub>) in RPMI 1640 Medium, GlutaMAX™ Supplement (Gibco, Cat# 61870036) with 20% FCS (Sigma, F7524), 1 mM sodium pyruvate, 100  $\mu$ M  $\beta$ -mercaptoethanol (Gibco, Cat# 31350-010), 25 ng/ml hrFGF4 (235-F4-025, R&D) and 1  $\mu$ g/mL heparin (H3149-10KU, Sigma) on mitomycin-MEFs. Cells were passaged every 2-3 days. For TS analyses, MEFs were removed by adsorption onto gelatinized culture dishes for 1.5 hours.

#### *Derivation of $\Delta$ K9 cells.*

gRNAs (5'- CAGAGGAGGGCTTAAGAGAT and 5'- CACTCTAACCCAGCTTAAGT) were designed and cloned under the control of a U6 promoter in a vector conferring puromycin resistance, as described (Heurtier et al., 2019). 1  $\mu$ g of each gRNA-expressing vector and of a Cas9/mCherry expression vector (Addgene#64324) were lipofected in E14Tg2a cells according to manufacturer's instructions (Lipofectamine 2000; ThermoFisher). Lipofected cells were selected with Puromycin (1  $\mu$ g/ml) and FACS-sorted for mCherry fluorescence. Puromycin-resistant and mCherry-positive cells were seeded at clonal density and ~100 clones were picked 10 days later. Clones were screened by 2 independent PCR (LongAmp Taq PCR kit; BioLabs Cat# E5200S) with primers spanning the deletion (DelCTRL\_F/R; N12c\_F/N17b\_R; Table S2), by real-time PCR using primers along the *Nanog* locus (Table S2), and by cloning and sequencing of PCR products (N12c/N17b). Two karyotypically normal independent clones,  $\Delta$ K9.1 and  $\Delta$ K9.2, were selected for this study.

*Clonal assays.*

600 cells were plated in single wells of 6-well plates coated overnight with poly-L-ornithine 0.01% (Sigma, Cat# P4957) at 37°C, washed twice with PBS 1X and coated 2 h with 1X laminin (Sigma, Cat# L2020). After 7 days, cells were fixed and stained using an alkaline phosphatase staining kit (Sigma Aldrich, Cat # 86R-1KT) according to the manufacturer's instructions or by fixation 20 min in PFA 4%, 2 washes with PBS 1X, incubation 15 min at RT in the dark in a staining solution (TrisMaleate 1M, MgCl<sub>2</sub> 1M, 100 mg/ml  $\alpha$ -naphthyl-phosphate, 100 mg/ml Fast-Red TR), 2 washes with PBS 1X, 1 wash with milliQ-water. Colonies were counted under a stereo-microscope (NIKON-SMZ1500).

*2i<sub>OFF</sub> differentiation.*

Cells were adapted from FCS+LIF to 2i+LIF for 3-4 passages, harvested and seeded at 10,000 cells/cm<sup>2</sup> on Poly-L-ornithine/Laminin coated cell culture treated surfaces, in 2i+LIF medium but omitting PD0325901, CHIR99021 and LIF. The medium was changed daily.

*Embryoid Bodies differentiation.*

Embryoid Bodies (EBs) imaged in Fig.S5A (top) were obtained with a hanging-drop protocol where a suspension of 0.1M cells/mL was distributed in 20  $\mu$ l drops (2000 cells/drop) onto inverted cover plates of several dishes filled with PBS 1X to avoid evaporation. The day after, the aggregates formed in each drop were pooled and seeded on non-cell culture treated dishes and cultured in 10%FCS-DMEM without LIF for 7 additional days. EB differentiation for outgrowths (Fig.S5A, bottom) and RNA-seq analysis (Fig.S5B) was performed by seeding 0.04M cells/cm<sup>2</sup> in 10%FCS-DMEM/LIF on 0.1% gelatinized cell culture treated dishes. After 3 days, the aggregates were harvested (2min trypsinization), transferred to non-cell culture treated dishes for 4 days in 10%FCS-DMEM medium without LIF and then replated at very low density on 0.1% gelatinized cell culture treated dishes for 2 and 4 additional days in 10% FCS-DMEM medium without LIF.

*Primitive endoderm differentiation.*

ES cells cultured in FCS+LIF were harvested and seeded onto 0.1% gelatinized single wells of  $\mu$ -slide 4 well<sup>Ph+</sup> ibiTreat (ibidi GmbH Ref#80446) at 37000 cells/cm<sup>2</sup> and differentiated as previously described (Anderson KGV et al., 2017). They were first cultured for 24H in endoderm base medium (EBM): RPMI 1640 Medium, GlutaMAX<sup>TM</sup> Supplement (Gibco, Cat# 61870036) supplemented with 2% B-27 minus insulin (Gibco, Cat# 15285074) and 100  $\mu$ M 2-mercaptoethanol (Gibco, Cat# 31350-010). Subsequently, Activin A (100 ng/ml; R&D, Cat# 338-AC-010), CHIR99021 (3  $\mu$ M) and LIF (10 ng/ml) were added (inductive PrE medium). The medium was changed every day.

*Commitment assays.*

Cells cultured in 2i+LIF were plated at clonal density (600 cells per well of 6-well plates) and subject to 2i<sub>OFF</sub> differentiation, as described above. After each day, the medium was changed into 2i+LIF for 7 days, after which cells were fixed and stained for alkaline phosphatase activity as described.

*Preparation of mitotic cells.*

To obtain mitotic ES cells (>95% purity as assessed by DAPI staining and microscopy), we used a nocodazole shake-off approach, as described before (Festuccia et al., 2018).

## Imaging analyses.

### *Bright field microscopy.*

Cell culture pictures were taken on a Nikon Eclipse Ti-S inverted microscope equipped with: CFI S Plan Fluor ELWD  $\times 20$  objective; 89 North PhotoFluor LM-75; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software.

### *Immunofluorescence of NANOG/OCT4 in E14Tg2a cells.*

Cells were trypsinized, counted and fixed for 10 min in 4% formaldehyde (Sigma Cat#F8775) at room temperature and quenched immediately after with Glycine 125 mM for 5 min at room temperature. After one wash in PBS 1X, they were cytospun at 0.5M cells/200  $\mu$ l/spot (4 min – 300 rpm – low speed) on Superfrost+ slides. After washing the cells twice in PBS 1X, they were permeabilized with cold PBS 1X/0.5 % v/v Triton X-100 for 5 min, washed twice with cold PBS 1X, and blocked in PBS1X/1% Donkey Serum (DS) (Sigma, Cat# D9663) for 30 min on ice. Cells were incubated overnight at 4°C with primary antibodies (diluted in PBS1X/1% DS) within a humid chamber. After three washes in cold PBS1X, cells were incubated 1H at room temperature in the dark with secondary antibodies (diluted in PBS1X/1%DS), washed three times in PBS1X and nuclei counterstained with Vectashield antifade mounting medium with DAPI (Vectorlabs, Cat#H-1200). Imaging was performed with an inverted Nikon Eclipse X microscope equipped with: X20/0.45 (WD 8.2-6.9) objective; LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. Cell Profiler (Carpenter AE et al., 2006) was used for quantifications and ggplot2 (Wickham et al. 2016) for plotting in R.

### *c3/ Comparative immunofluorescence of NANOG (E14Tg2a vs mutant cells $\Delta$ K9, TKO or ZKO).*

WT and each mutant cell line were trypsinized, counted and resuspended at 1M/ml in FCS free medium (DMEM-Glutamax/100 mM 2-mercaptoethanol/NEAA 1X) into sterile 1.5 mL Eppendorf tubes. Cells were then individually incubated either with 10  $\mu$ M Rhodamine Red dye (Invitrogen, Cat#CMTPX C34552) or 1 $\mu$ M Deep Red dye (Invitrogen, Cat#C34565) for 30 min at 37°C. The labeled cells were then collected by centrifugation, washed with PBS1X, resuspended in DMEM/10%FCS+LIF medium and mixed at a 1:1 ratio for WT<sup>Rhod</sup> and mutant<sup>DeepRed</sup> cells (usually  $\sim$ 0.4M each). The opposite labeling (WT<sup>DeepRed</sup> & mutant<sup>Rhod</sup>) was also performed with identical results. Mixed cells were seeded into a Poly-L-Ornithine/Laminin coated single well of a  $\mu$ -slide 4 well<sup>Ph+</sup> ibiTreat (Ibidi GmbH Ref#80446) and incubated for  $\sim$ 6H at 37°C and 7% CO<sub>2</sub>. Cells were then fixed directly into the well by freshly prepared PFA 4% (Fisher Scientific, Cat# 16431755) for 10 min at room temperature in the dark, washed twice in PBS1X for 10 min and used immediately for immunostaining or stored at +4°C for short time. Cells were washed in PBS-Tw0.1% (PBS1X/0.1 % Tween20 (Sigma, Cat#P9416)) and permeabilised with PBS1X/0.1% Triton X-100 (Sigma, Cat#T8787) for 10 min at room temperature. After three washes with PBS-Tw0.1%, cells were blocked with PBS-Tw0.1%/10% Donkey Serum (Sigma, Cat#D9663) for 30 min on ice in the dark and incubated overnight with the primary antibody (diluted in PBS-Tw0.1%/10% DS). Following three washes with PBS-Tw0.1%, 1H incubation with secondary antibodies at room temperature in the dark and 2 washes with PBS1X, nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI; Sigma, Cat# D9542), washed in PBS1X and use immediately for imaging or stored at +4°C for short time. Imaging was performed with an inverted Nikon Eclipse X microscope equipped with: X20/0.45 (WD 8.2-6.9) objective; LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. Quantifications were performed using Cell Profiler (Carpenter AE et al., 2006). For each experiment, E14Tg2a and each mutant cells quantifications were attributed using the FlowJo software. For each experiment, the fluorescence intensity of each mutant cell was normalised to the median of the corresponding E14Tg2a intensities imaged on the same spot. The data was plotted using the ggplot2 package (Wickham, 2016) in R.

*Immunofluorescence of NANOG and primitive endoderm markers.*

Differentiated cells were processed into their respective well: one wash with PBS1X, fixation with freshly prepared PFA 4% for 10 min at room temperature, three washes of PBS1X, and used immediately for immunostaining or stored at +4°C for short time. Immunostaining was performed as in c3/ for NANOG in combination with primitive endoderm markers. Imaging was performed with an inverted Nikon Eclipse X microscope equipped with a x20 objective; LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. For each well, ~30 pictures were taken by randomly scanning the well. Quantifications were performed using Cell Profiler (Carpenter AE et al., 2006) and plotted using the ggplot2 package (Wickham et al. 2016) in R. Representative images were generated with ImageJ software using identical settings for

*Single-molecule RNA Fluorescent In Situ Hybridisation (smFISH).*

Cells were grown at low density, put in no RED medium for 24H before collecting them by regular trypsinization and resuspended in DMEM/10% FCS medium. Cells were fixed with 3.7% Formaldehyde (Sigma F8775) for 10 min at RT and the reaction was stopped by addition of 0.125M glycine (SIGMA G7126) for 5 min at RT. Cells were then centrifugated at 1000 rpm at 4°C, washed once in cold PBS/0.1% BSA, resuspended in cold PBS/0.1% BSA/1 mM EDTA at 1 million cells/mL and cytospun at 500 rpm (low speed) for 4 min on SuperFrost slides (Thermo J1800AMNT) – around 500K cells/spot in order to obtain around 40-60 nuclei/field (obj.x60) and no or few clumps. Slides were air dried for 1 min and stored in 70% EtOH at 4 °C for at least one night. The slides are dehydrated for 3 min in 100% EtOH and fully air dried. Each spot was hybridized for 24H at 37°C in a denaturing chamber (2X SSC/10% formamide) with the *Nanog* mRNA probe cocktail (2X SSC, 10% Formamide, BSA 1 µg/mL, 1 µL of *E.Coli* RNAs at 1 µg/mL, 1 µL of probe at 0.25 µM). The slides were washed for 1H at 37 °C in 2X SSC/10% Formamide then 2 times in 2X SSC for 10 min and mounted in Vectashield medium with DAPI (Vector-abcys H-1200). The *Nanog* mRNA probe was designed using Stellaris Probe Designer version 4.2 on Biosearch Technologies website with the maximum masking level (5) and was synthesized by the same company. Image stacks (0.5 µm gap) were acquired using a Nikon Eclipse X microscope equipped with: x63 oil immersion objective (N.A1.4); LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. The analysis was performed using ImageJ to identify smFISH spots using the Find Maxima function with adapted Noise tolerance and maximal projections of the stacks. The identified maxima were converted into grays scale images and, together with minimal projections of the DAPI staining, were imported into Cell Profiler (Carpenter et al., 2006) to count the number of smFISH spots per DAPI-segmented cell. The results were imported into R to compute the frequency of spot detection per cell and plot them with ggplot2 (Wickham, 2016).

**Chromatin analyses.***Chromatin preparation.*

After trypsinisation, 10<sup>7</sup> ES cells were crosslinked for 10 min in 3 ml DMEM/10% FCS/1% formaldehyde (Sigma Cat#F8775). Crosslinking was stopped with 125 mM glycine for 5 min at room temperature then 5min in ice. Cells were pelleted and washed with ice-cold PBS1X. Cells were resuspended in 1 ml of ice-cold swelling buffer (25 mM Hepes pH 7.95, 10 mM KCl, 10 mM EDTA) freshly supplemented with 1× protease inhibitor cocktail (PIC-Roche, Cat# 04 693 116 001) and 0.5% IGEPAL (Sigma, Cat#18896). After 20 min on ice, the suspension was passed 50 times in a dounce homogenizer. Cells were then centrifuged and resuspended in 1 ml of ice-cold D3 (0.1% SDS, 15 mM Tris pH 7.6, 1 mM EDTA) buffer, freshly supplemented with 1× PIC. Samples were sonicated using a Covaris M220 - Setpoint @6°C and 10 cycles with the following parameters for each cycle : 60 sec duration, peak

power of 67W, duty factor of 15% and cycles/burst of 500. A delay of 45 sec is added at the end of each cycle. Result of the average power is 10W. After centrifugation (15 min, 14000 rpm, 4 °C), the supernatant was stored at -80 °C until use. 20 µl were used to quantify the chromatin concentration and check DNA size (typically 200-600 bp).

#### *Immunoprecipitation.*

15 to 20 µg of chromatin were used for each ChIP after pre-clearing it for 1.5 hours rotating on-wheel at 4 °C in 1 ml of TSE150 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8, 150 mM NaCl) buffer containing 50 µl of protein G Sepharose beads (Active Motif, Cat#37499) 50% slurry, previously blocked with BSA (0.5 mg/ml ; Roche, Cat# 10711454001) and yeast tRNA (1 µg/ml ; Roche Cat# 10109495001). Immunoprecipitations were performed overnight rotating on-wheel at 4 °C in 500 µl of TSE150. 20 µl were set apart for input DNA extraction and precipitation. 50 µl of blocked protein G beads 50% slurry was added for 2 h rotating on-wheel at 4 °C. Beads were pelleted and washed for 5 min rotating on-wheel at room temperature with 1 ml of buffer in the following order: 2 × TSE150, 1 × TSE500 (as TSE150 but 500 mM NaCl), 1× washing buffer (10 mM Tris-HCl pH8, 0.25M LiCl, 0.5% IGEPAL, 0.5% Na-deoxycholate, 1 mM EDTA), and 2 × TE (10 mM Tris-HCl pH8, 1 mM EDTA). Elution was performed in 100 µl of elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8) for 15 min at 65 °C after vigorous vortexing. Eluates were collected after centrifugation and beads rinsed in 150 µl of TE-1%SDS. After centrifugation, the supernatant was pooled with the corresponding first eluate. For both immunoprecipitated and input chromatin, the crosslinking was reversed overnight at 65 °C, followed by proteinase K treatment, phenol/chloroform extraction and ethanol precipitation.

#### *qPCR analysis.*

Input and IP samples were analysed by real-time quantitative PCR performed in duplicates in 384-well plates with a LightCycler 480 (Roche) using 4.6 µl of LightCycler 480 SYBR Green I Master (Roche, 04707516001), 5 µl of sample and 0.2 µl of each primer at 20 µM in a final reaction volume of 10 µl. Standard and melting curves were generated to verify the amplification efficiency (>85%) and the production of single DNA species. PCR primer sequences are listed in Table S2. The 2dCt method was used. All values were corrected to the input and plotted in R using ggplot2 (Wickham et al., 2016).

**Antibodies.** Antibodies used for all ChIP experiments are listed in Table S2.

#### **Gene expression analyses.**

##### *RNA preparation, RT-qPCR and sequencing.*

E14Tg2a and ΔK9 cells were differentiated in parallel as embryoid bodies and cells recovered at d0, d4, d6, d8. RNA extraction and DNase treatment of 3 independent assays were made with NucleoSpin RNA Mini kit (Macherey Nagel, Cat# 740955.50) according to the manufacturer's protocol. Reverse Transcription was performed with 1 µg of total RNAs with random hexamers following manufacturer's protocol (Roche 04379012001); qPCR was performed as described above (*Tbp* was used as a reporter; see Table S2 for primer sequences). Stranded, poly-A selected RNA-seq libraries were prepared and sequenced (paired-end 150bp reads; around 50 millions each) by Novogene Co Ltd.

##### *Alignments and quantification.*

Stranded paired end RNA-seq reads were aligned to the mm10 genome using STAR (Dobin et al., 2013) and quantified by RSEM (Li and Dewey, 2011), with additional options " --calc-pme --calc-ci --estimate-rspd --forward-prob 0.0 --paired-end". Transcripts per million (TPM) were computed after omitting outliers identified by Principal Component Analysis (30 or more standard deviations away from the mean for PC1 component).

*Principal component analysis.*

PCA was run in R (prcomp function; with option center=TRUE) using log2 transformed TPM after selecting genes with at least 1 TPM in at least one sample mean (n=3). The top 1000 PC1 loadings (55% of variance) were used for gene ontology analyses. Data visualisation was made in base R.

*Differentially expressed genes.*

For all differential expression tests RSEM estimated read counts per sample were rounded for use with DESeq2 (Love et al., 2014), which was run without independent filtering. For differentially expressed genes in undifferentiated ES cells, we selected those with an FDR < 0.05 in ΔK9.1 versus E14Tg2a and ΔK9.2 versus E14Tg2a and same fold-change direction with  $\text{abs}(\log_2\text{FC}) > 0.3$ . For embryoid body differentiation, we considered genes with absolute  $\log_2(\text{FC}) > 1$  and FDR < 0.05 at any day of the differentiation versus undifferentiated cells for either E14Tg2a or ΔK9 cells. The corresponding heatmap was made in R with ComplexHeatmaps package (Gu et al., 2016).

*Clustering of differentially expressed genes and developmental annotation.*

K-means clustering was computed with R using the function kmeans with options k=6, nstart=50, iter.max=50. Only differentially expressed genes as identified during embryoid body differentiation were used (z scored mean TPM). The number of clusters was chosen as the minimal value identifying at least one cluster with maximal expression at each day of differentiation, including d0. Correlations to developmental gene expression were made by directly plotting the  $\log_2(\text{FC})$  reported in a previous study using SCNMT-seq around gastrulation on mouse embryos (Argelaguet et al., 2019). The data was downloaded from [ftp://ftp.ebi.ac.uk/pub/databases/scnmt\\_gastrulation](ftp://ftp.ebi.ac.uk/pub/databases/scnmt_gastrulation). The heatmap was made in R with ComplexHeatmaps package (Gu et al., 2016) and the boxplot with ggplot2 (Wickham, 2016).

*Enrichment analyses.*

Gene Ontology analyses were performed using Enrichr (<https://maayanlab.cloud/Enrichr/>) and the top association was selected. To determine enrichments of each group of differentially expressed genes in proximity to TF binding sites for Nanog and Oct4/Sox2 (Festuccia et al., 2019), we calculated Fisher tests right tail p-values for the association between differentially expressed genes of each cluster within xbp of a binding site to a background of all genes clustered within xbp of a binding site, for x in [1, 1e+9] bp. Data visualization was made in base R.

**Supplementary References.**

**Gu Z, Eils R, Schlesner M.** Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics*. 2016 Sep 15;32(18):2847-9.

**Tanaka S, Kunath T, Hadjantonakis AK et al.** Promotion of trophoblast stem cell proliferation by FGF4. *Science* 1998;282:2072– 2075.

**Tsumura A, Hayakawa T, Kumaki Y, Takebayashi S, Sakaue M, Matsuoka C, Shimotohno K, Ishikawa F, Li E, Ueda HR, Nakayama J, Okano M.** Maintenance of self-renewal ability of mouse embryonic stem cells in the absence of DNA methyltransferases Dnmt1, Dnmt3a and Dnmt3b. *Genes Cells*. 2006 Jul;11(7):805-14.

**Wickham, H.** (2016). ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York.

How the deposited data were processed for this re-analysis (not part of the article)

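RNA was sequenced from E14Tg2a embryonic stem cells and the clones ΔK9.1 and ΔK9.2, undifferentiated (day 0) and after 4, 6 and 8 days of EB differentiation. The deposited table holds 33 libraries and 16336 genes, with 3 replicates per line and day except day 6, where each line has replicates 2 and 3 only. The paper's methods say that libraries found by PCA to lie far from the others were omitted. Whether this applies to day 6 is not stated.

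The authors prepared stranded poly-A libraries with paired-end reads, aligned them to mm10 with STAR and quantified them with RSEM. The TPM values were computed by the authors with RSEM within each library, as deposited. The log2 fold changes in the table were computed by the authors with DESeq2 from rounded RSEM counts, without independent filtering. The FDR values in the table are the adjusted p-values of the same DESeq2 tests by the authors, as deposited. Versions and the gene annotation are not stated. In the day 0 comparisons a positive log2 fold change means higher in the clone, and in the day comparisons higher on the later day. A decimal comma in 344 cells was read as a decimal point. The listed TPM sum to between 994284 and 998266 per library, and every listed gene has a mean of at least 1 TPM in at least 1 group. Counts were not used here, and TPM do not keep the depth, so the depth per library is unknown from the values. The paper's methods give an approximate number of reads. The precision was instead taken from the replicates, whose median SD was 0.19 on the log2 scale on day 0.

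All tests were computed on log2(TPM + 1) with limma 3.58.1 (empirical Bayes with an intensity trend) in R 4.3.3, with Benjamini-Hochberg adjustment, and figures were drawn with Python 3.11.15. Day 0 was fitted on its 9 libraries and the later days on all 33. The thresholds are the paper's: an adjusted p under 0.05 with an absolute log2 fold change above 0.3 in both clones on day 0, and above 1 between days. The threshold of 1 was also used for the mean of both clones against E14Tg2a on each day. Single values were compared by two-sided exact permutation tests, with p as 2 times the smaller tail and at most 1. Genes were placed on mm10 by symbol with GENCODE M21 (16112 of 16336 genes, 98.6%). PCA used log2(mean TPM + 1) of the 12 groups, centred and not scaled. K-means used 6 clusters, 50 starts and 50 iterations on z-scored group mean TPM, and the C6-like cluster was the one that held most of the 6 markers of Fig. S5B. Lists of markers of extra-embryonic endoderm, mesoderm, ectoderm, naive pluripotency and the formative state, and of focal adhesion components, were written by hand and tested with camera (correlation 0.01 between genes) or Fisher's exact test. The position on the E14Tg2a time course was found by least squares on the line through its group means.

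The genes named by a rule set beforehand are *Nanog* and its neighbours, the 6 markers of Fig. S5B, the 8 genes of Fig. S3B, and on days 0 and 8 the 5 genes past the thresholds with the largest changes in each direction whose ΔK9 and E14Tg2a libraries do not overlap. On day 0 they were ranked by the smaller change of the 2 clones. The focal adhesion genes named at their claim were chosen after their values were seen, as all those of the 13 with an adjusted p under 0.05. The alternatives tried were a pseudocount of 0.1, a minimum of 5 TPM, no minimum, rescaling of each library by the median ratio, the replicate number as a block, other sets of libraries in the fit, 5 or 7 clusters, z-scores of log2 values, TPM on the linear scale, other list tests, 500 or 2000 loadings, and each library left out in turn. The closing section gives their effect.

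The paper's supplement describes parallel assays, so libraries of the same replicate number are paired. The fits and permutation tests do not use the pairing unless stated, and the fits with the replicate number as a block are given as an alternative where they changed a call. After removal of line and day means, libraries of the same number and day but different lines had a median correlation of 0.222 over 33 pairs (31 above 0.1, lowest -0.0129 on day 6), and libraries of different numbers had -0.127 over 60 pairs. The fits of days 0 and 8, the interaction, camera, the position on the course, k-means, PCA and the smallest permutation p were tested on simulated data. With 200 changed genes, 196 were called on day 8 with 8 unchanged genes, 190 were called in the interaction, k-means placed 1200 of 1200 genes in their profile, and a simulated day of 7 was recovered as 7.02. The 200 genes of day 8 lay above 5 TPM and were changed equally in both clones, by more than the threshold of 1. Their noise was independent for each library. Smaller changes on day 8, lower genes and paired libraries were not simulated. The gene ontology terms, embryo data, binding data and RT-qPCR of the paper were not used here.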

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

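The tests of the chromosome 14 and chromosome 5 segments on genes above 5 TPM, of the whole of chromosome 14, of the markers on day 0, of the markers against the segment, of *Gdf3* and of the naive and formative lists were chosen only after the results were seen.

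Expressed genes of chromosome 14 between 50 and 80 Mb (mm10), a signal the paper does not report, were lower in both clones on day 0, with a median log2 fold change of -0.728 in ΔK9.1 and -0.605 in ΔK9.2 relative to all genes. The 6 windows of 5 Mb in this segment were the only ones of 447 with a median below -0.3 in both clones. A candidate explanation is fewer copies of the segment in the clones than in E14Tg2a, for which 2 copies against 3 would give -0.585 and 1 against 2 would give -1. On day 8, 96.1% of its 154 genes were lower in both clones, and 92.2% and 92.9% on days 4 and 6. The criterion for segment genes that the authors had not called was changed after its outcome was seen. A median below -0.3 in both clones was asked for at first, and the 21 such genes had -0.184 in ΔK9.1 and -0.312 in ΔK9.2, which missed it. The share lower in both clones was then used, 71.4% against 34.7% of 9559 genes elsewhere (two-sided Fisher's exact test, p = 0.000788), so this part of the evidence is weak. A separate test, written before it was run, used the 82 segment genes of 5 TPM or less, of which 80.5% were lower in both clones against 25.9% of 4340 genes elsewhere (Fisher's exact test, p = 2.22e-24). Loss of the whole of chromosome 14 is argued against by the rest of the chromosome, with a median of -0.0805 in ΔK9.1 and -0.0396 in ΔK9.2. Gain or loss of a full copy of another autosome or chromosome X in all cells is argued against by their medians. Relative to all genes, these lay between -0.171 (chromosome 8, ΔK9.2) and 0.0833 (chromosome 5, ΔK9.1). For 2 copies against 3, -0.585 would be found, and the same size upward for the reverse. Gain or loss of chromosome Y stays open, since its median was 0.388 in ΔK9.1 over 6 genes, too few to decide. This value is not relative to all genes. On the same scale, the median farthest from 0 among autosomes was that of chromosome 14, -0.251 in ΔK9.1.

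Which line changed is open. The paper's supplement describes the clones as karyotypically normal and DNA copies were not measured here. Relative to the mean of the day, the segment's median varied more among E14Tg2a libraries (from 0.234 to 0.546 on day 0 and from 0.213 to 0.722 on day 8) than among ΔK9 libraries (from -0.287 to -0.0765 and from -0.331 to -0.165). Outside the segment the ranges went both ways. On day 8 they were 0.372 among E14Tg2a and 0.0646 among ΔK9 libraries for the rest of chromosome 14, but 0.0462 and 0.0808 for chromosome 19. On day 0 they were larger among E14Tg2a libraries for the rest of chromosome 14 (0.192 and 0.165) and chromosomes 6 (0.165 and 0.0326), 8 (0.298 and 0.158) and 19 (0.162 and 0.0266). They were smaller for chromosome 1 (0.122 and 0.144) and the segment of chromosome 5 (0.1 and 0.163). Larger ranges among E14Tg2a libraries were thus not limited to the segment of chromosome 14, and these ranges do not tell which line changed. Of the authors' 396 lower genes with a position, 167 lie in the segment, and a further 129 lie on 4 autosomes with weak shifts, with medians from -0.171 to -0.0731. In E14Tg2a replicate 1, the genes called lower lay -0.0827 from the mean of replicates 2 and 3 in the median. The authors' 402 lower genes lay -0.156 from it. Calling a gene needs a small spread between replicates, which selects against genes raised in 1 library. These values therefore cannot decide whether primitive endoderm cells in that library are a source of lower genes. *Gata4* and *Sox7* lie in the segment. The 4 markers outside it had a median of -1.7 on day 8, and no gene of the extra-embryonic endoderm list lies in it, which argues against a direct effect of fewer copies as the whole cause of the lower markers. An indirect effect through *Gata4* or *Sox7* was not tested and stays open.

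Genes of chromosome 5 between 115 and 120 Mb, also outside those the paper discusses, were higher in both clones on day 0, with medians of 0.4 and 0.331. On day 8, 91.9% of the 37 genes were higher in both clones. More copies of this segment and a regulatory effect on these genes cannot be told apart, since this is 1 window of few genes and its medians on the later days were from 0.335 to 0.552.

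The count of genes that differ between ΔK9.1 and ΔK9.2 on day 0 was 85, by a test of the difference itself. A bias by GC content or transcript length is argued against, since with the replicate number as a block the count was 140, and 124 with each library also corrected for these trends. A difference between clones by descent stays open and was not tested.

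In 14 of 40 groups of ΔK9 libraries tested, 1 library lay far from the others, where chance gives 2, and the 14 are not independent. ΔK9.2 replicate 1 had the highest level of all 6 primitive endoderm markers on days 0 and 4: *Gata6* 7.435 and 5.498 TPM, *Gata4* 5.631 and 6.297, *Sox17* 8.824 and 7.561, *Sox7* 1.006 and 0.8857, *Pdgfra* 4.505 and 3.543, and *Sparc* 163 and 190.2. The C6-like cluster was also highest in this library on day 4 (-0.3543). E14Tg2a replicate 1 had more of the same markers on day 0 than the mean of E14Tg2a replicates 2 and 3, by 2.32 on the log2 scale in the median. Within ΔK9.1, replicate 1 was the highest for 5 of 6 markers on day 0 and on day 4, so replicate 1 was high in all 3 lines. Primitive endoderm cells in these cultures and a difference between the assays are candidate explanations that stay open. The median log2 fold change of the 6 markers in the clones on day 0 was -0.904. It was -0.0705 without E14Tg2a replicate 1, which keeps the high ΔK9.2 replicate 1, and -0.514 without replicate 1 of all 3 lines, with 5 of 6 markers still lower. Except for *Sparc*, each marker was lower in all 6 ΔK9 libraries than in the E14Tg2a library of the same replicate number. Whether that E14Tg2a library accounts for the lower markers on day 0 cannot be told apart from a difference between the lines with these 2 results. On day 4, ΔK9.2 replicate 3 lay at day 4.072 of the E14Tg2a course, later than the other ΔK9 libraries, for which no explanation was tested.

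The fall of *Nanog* from day 0 to day 8 differed between the clones and E14Tg2a, by 1.412 on the log2 scale. A delay of the whole course and an effect at *Nanog* itself were not separated by this value. The nearest point of the E14Tg2a course took away 51.4% of the squared distance of the ΔK9 libraries from E14Tg2a on day 8, and 79.1% of the part beyond replicate noise, which is consistent with a delay for part of the difference. *Gdf3*, 97.4 kb from *Nanog*, was higher on day 8 by 1.09 (adjusted p = 0.000582 from limma). An effect of the deletion on all genes around *Nanog* is argued against by *Slc2a3*, whose nearer end is the closest of the listed neighbours at 20.3 kb, and which changed by -0.0992. Distances here run from the start of *Nanog* to the nearer end of each gene. *Slc2a3* lies on the minus strand, so its own start is farther away, at 122801640. *Dppa3* was higher by 1.03 (adjusted p = 0.0281 from limma), so an effect on some neighbours stays open.

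The naive pluripotency list and the formative list, which the paper does not analyse in this way, were higher in the clones on day 8, by 0.684 and 1.00. Of the genes that fell in E14Tg2a from day 6 to day 8, 25 of 27 (92.6%) were higher. Of the 3 genes that did not fall, 0 were higher (Fisher's exact test, p = 0.00246), as a delay would give. The fall and the difference share the E14Tg2a libraries of day 8, which by itself favours the same result, and only 3 genes did not fall. Of all other falling genes 79% were higher too, which a delay and the shared libraries would both give. A delay therefore cannot be told apart from other causes here.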

How the results depend on the processing

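The block with a GC and length correction and the authors' comparisons in all 3 lines on the same day were chosen after seeing the data.

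Over 156 combinations of a result that answers a comparison and another setting, 110 kept direction and side of the threshold or stayed within their spread, 11 were weaker, 1 stronger and 34 moved, and 0 reversed. For single genes, 38 of 48 were the same, 1 weaker, 7 stronger and 2 reversed. Unless stated, the cause was not tested.

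With a pseudocount of 0.1, which gives low genes larger fold changes by construction, 106, 196 and 1155 genes differed between the clones and E14Tg2a on days 0, 4 and 8, 1 of 6 markers was lower on day 8, and the changes of *Gata6* and *Pdgfra* from day 0 to day 8 reversed to 0.14 and 0.43. The ectoderm list was higher by 0.51 (adjusted p = 0.0719 from limma; from 0.062 to 0.29 over its alternatives), the shares of PC1 and PC2 were 58.3% and 13.4%, and the odds ratio of focal adhesion was 1.89 (Fisher's exact test, p = 0.0869; from 3.85e-05 to 0.0869 over its alternatives). With a minimum of 5 TPM, 2 genes were higher and 18 lower in both clones on day 0, the ectoderm list was higher by 0.28, and the shares were 62.4% and 14.7%. With no filter 1 gene was higher, and after median-ratio rescaling 2, with a PC2 share of 14.2%.

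With the replicate block, 68 genes were higher and 77 lower in both clones on day 0 (59 and 70 with the correction for GC content and length), *Nanog* in ΔK9.2 on day 0 passed at the same 0.31 (adjusted p = 0.0402 from limma; from 0.0402 to 0.452 over its alternatives), 5 of 6 markers were lower on day 8, and the ectoderm list no longer passed at 0.35. The block changed no other call of the results listed here. With all 33 libraries in the fit, 7 were higher and 23 lower on day 0. With only the groups compared, *Nanog* in ΔK9.1 on day 8 (1.66) and its change from day 0 to day 8 (1.41) no longer passed, and with only the libraries of the day, 22, 140 and 334 genes differed on days 4, 6 and 8. Fewer libraries estimate the spread there by construction.

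Scaling to unit variance gave shares of 41.1% and 20.0% and PC1 gaps of -27.3, -37.1 and -36.9 on days 4, 6 and 8, and PCA of the 33 libraries gave 51.5% and 12.9%, where the spread between replicates adds variance by construction. The authors' comparisons in all 3 lines on the same day gave 4100 temporal genes. The C6-like cluster differed on day 8 by -1.49 with k = 5 and by -1.03 with z of log2 values. With TPM on the linear scale, the rise was smaller for 3 of 6 markers. With camera and an estimated correlation, the lists of extra-embryonic endoderm (-1.90), ectoderm (0.35), naive pluripotency (0.68) and formative (1.00) genes did not pass, and with fry the ectoderm list (0.35) did not.

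Across the fits that each left out 1 library, genes higher in both clones on day 0 were from 0 to 59 and lower from 1 to 76, with 59 and 76 without E14Tg2a replicate 1 and 1 lower without E14Tg2a replicate 3 (472 and 262 at an unadjusted p under 0.05 with all libraries). The change of *Nanog* was from 1.15 to 1.61, not passing without ΔK9.1 replicate 3 of day 8. Genes that differed were from 47 to 132 on day 0 (132 without E14Tg2a replicate 1), from 38 to 181 on day 4 (38 without E14Tg2a replicate 3) and from 372 to 953 on day 8 (372 without E14Tg2a replicate 2). Markers lower on day 8 were from 1 to 5 (5 without ΔK9.1 replicate 2 of day 8) and those with a smaller rise from 0 to 1 (1 without E14Tg2a replicate 1 of day 0). The change of *Gata6* was from -1.31 to 0.0474 and that of *Pdgfra* from -0.96 to 0.31, highest without E14Tg2a replicate 2 of day 0. The ectoderm list was from 0.23 to 0.44, lowest without ΔK9.2 replicate 3 of day 8. The PC1 share was from 59.2% to 60.7%, the PC2 share from 14.4% to 15.8%, and the PC1 gap on day 6 from -36.2 to -17.5. The clones were from 0.32 to 0.98 days behind on day 4 (0.98 without E14Tg2a replicate 2) and from 0.40 to 1.09 on day 6 (1.09 without E14Tg2a replicate 3). Of 396 single-gene values, 24 were weaker, 13 stronger and 4 reversed.

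DESeq2 and edgeR were not run, since they need counts, which were not used here. No filter gave no separate value in the fit of 33 libraries, since every listed gene passes the minimum. The paper gives an approximate number of reads, but TPM keep no count for each gene, which limits what can be said of low genes.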

Differences from the paper's values

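No test in this part was chosen after the result was seen, apart from 1 rule named below.

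With limma on log2(TPM + 1), 0 genes were higher in both clones on day 0 (472 at an unadjusted p under 0.05) against the paper's 235, and 11 were lower (262) against the paper's 402. None of the alternatives set before the data were examined closed either gap; the highest counts were 68 and 77 with the replicate block. The authors' deposited DESeq2 columns give the paper's counts, and of the 636 genes tested here, 628 moved the same way in both clones.

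With limma, 6465 temporal genes were found against the paper's 4100. Of the alternatives set before the data were examined, a minimum of 5 TPM gave 4644, within 1.5 times the paper's count, while a pseudocount of 0.1 (8075), rescaling (6276), the replicate block (6452) and fits within each line (6389) did not come within it. In the authors' deposited columns, 7521 genes pass in at least 1 comparison, and 4100 pass in all 3 lines on the same day, a rule chosen after seeing the values and after several others had been tried (4275 and 6770 genes under 2 of them). The authors list these same 4100 genes before all others.

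The shares of variance of PC1 and PC2 were 60.2% and 15.0%, against 55% in the paper's text for PC1 and about 28% for PC2 in Fig. 4B, read by eye. The SD of the group mean scores was 55.2 on PC1 and 27.6 on PC2, and on that scale the values match.

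The paper states that the delay of both clones in the PCA grows with time from day 4 on. The PC1 gap here was -15.9, -25.7 and -21.0 on days 4, 6 and 8, so it did not grow from day 6 to day 8. This rests on few libraries. Without ΔK9.1 replicate 3 the gap on day 6 was -17.5, smaller than that on day 8, and the difference between the days lies within the SD between replicates of 9.76. The distance in the plane of both components grew from 32.2 to 43.5 for ΔK9.2 and fell from 35.7 to 32.7 for ΔK9.1. The position on the E14Tg2a course was 0.453, 0.642 and 0.872 days behind on these days, a rise whose size from day to day was not tested.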

Other observations

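The relation of *Nanog* to the primitive endoderm markers was tested only after the result was seen.

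Among the 6 ΔK9 libraries of day 8, *Nanog* and the mean of the 6 primitive endoderm markers had a Pearson correlation of -0.982 (two-sided exact permutation test, p = 0.00833, adjusted p = 0.0167 over 4 relations). Spearman's correlation was -0.943 (exact permutation p = 0.0167, adjusted 0.0334). Without ΔK9.1 replicates 2 and 3, the 2 farthest libraries, Pearson's correlation was -0.973, and in 3 of 3 pairs of clones in the same assay the clone with more *Nanog* had less of the markers. The correlation with the extra-embryonic endoderm list was -0.845, with the mesoderm list -0.664 (exact permutation p = 0.15) and with the naive pluripotency list 0.478 (exact permutation p = 0.319), all with n = 6. Without the same 2 libraries, these 3 correlations were weaker, at -0.716, -0.277 and -0.00412. Retained *Nanog* may go with less primitive endoderm expression, but a difference in the progress of differentiation between libraries would give the same and stays open.

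The log2 ratios of 20 genes of the extra-embryonic endoderm list on day 8 spread from -4.81 to 0.914 around a mean of -1.75, 7.89 times what replicate noise gives, where 1.59 has a chance of 5%. Fewer cells of that kind and a change within them cannot be told apart by this, since expression of the same genes in other cells and the pseudocount spread the ratios under either. The root mean square distance of the ΔK9 libraries of day 8 was 0.801 from E14Tg2a of day 8 and 0.558 from the course, against 0.474 for E14Tg2a libraries.

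Other splits of the libraries were counted for each count of genes. On day 0, 2 of 100 splits drawn from 840 gave at least the 11 genes found in both clones, the real one included, and another gave 97. Only 11 of these 100 splits had 1 library of each replicate number in each group, as the real one has. Among these 11, 2 reached the count, while the unbalanced splits gave 7 genes at most. The comparison with all 100 therefore makes the count look rarer than it is among comparable splits. With the replicate block, 4 of 100 splits drawn from 108 gave at least the 145 genes found, and the highest was 988. On day 4, 2 of 84 splits gave as many as the 125 genes of a refit with both clones as 1 group, and another gave 164. On day 8, 1 of 84 gave the 690 genes of this refit, and the highest other was 590. On day 8 the replicate block gave 721 genes against 693. Since each line has all 3 replicate numbers on day 8, the block leaves the fold changes as they are, and this count says nothing for or against a difference between assays. A GC content or length bias is argued against for the genes different in both clones on day 0, with 129 genes after correction and 145 with the block alone.

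Genes that the paper follows after 2i withdrawal (Fig. S3B) were examined on day 8 of EB differentiation, a condition that figure is not about. The mean of both clones against E14Tg2a was 1.25 for *Esrrb* (adjusted p = 0.000748), -0.96 for *Klf4* (0.00138), 0.65 for *Prdm14* (0.0451), 1.36 for *Zfp42* (0.000773), 2.10 for *Fgf5* (0.0101), 0.82 for *Dnmt3b* (0.0952), 0.77 for *Otx2* (0.158) and 0.14 for *Wnt3* (0.803), all from limma. With the 4100 genes that pass in the authors' columns in all 3 lines on the same day, a set chosen after seeing the data, the C6-like cluster held 720 genes and all 6 markers and differed by -1.79 on day 8. Of the 1288 genes of the C6-like cluster, 40 lie in the chromosome 14 segment.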
